# ACLY‐Driven Metabolic Reprogramming Promotes Histone Acetylation and Inflammation‐Associated Fibrosis in Chronic Kidney Disease

**DOI:** 10.1002/advs.75247

**Published:** 2026-04-16

**Authors:** Chunxiu Du, Dhanunjay Mukhi, Lingzhi Li, Chenyu Li, Siyu Pan, Bernhard Dumoulin, Eunji Ha, Lakshmi P Kolligundla, Yanjuan Hou, Jonathan Levinsohn, Chaelin Kang, Konstantin Adrian Klötzer, Junnan Wu, Samer Mohandes, Kathryn E Wellen, Katalin Susztak

**Keywords:** acetyl‐CoA metabolism, chromatin accessibility, H3K27ac, kidney fibrosis

## Abstract

The mechanisms by which metabolic stress drives epigenetic dysregulation and fibrosis in chronic kidney disease (CKD) remain incompletely understood. Using quantitative histone proteomics in murine fibrosis models, we uncovered a selective increase in  histone H3 lysine 27 acetylation (H3K27ac) as a conserved epigenetic feature. Unbiased metabolomics revealed citrate accumulation, nominating ATP‐citrate lyase (ACLY) as a driver of acetyl‐CoA‐dependent histone acetylation. In murine models of folic acid and unilateral ureteral obstruction, ACLY expression, acetyl‐CoA levels, and H3K27ac were increased in injured kidneys. Tubule‐specific *Acly* deletion reduced acetyl‐CoA, H3K27ac, and attenuated tubulointerstitial fibrosis. Chromatin accessibility profiling revealed that loss of *Acly* decreased accessibility at pro‐inflammatory loci, including *Jak1* and *Jak2*, with reduced transcriptional output. These transcriptional and epigenetic signatures were observed in human CKD samples, where higher ACLY expression correlated with worse kidney function and increased JAK1/2 expression. Notably, ACLY inhibitors, including bempedoic acid and BMS‐303141 recapitulated the antifibrotic effects of *Acly* deletion in vivo in mice, supporting the therapeutic repurposing of ACLY inhibitors for CKD. Together, our findings position ACLY as a key metabolic‐epigenetic checkpoint of kidney fibrosis and a promising, druggable target for halting CKD progression.

## 1 Introduction

Chronic kidney disease (CKD) affects over 800 million individuals worldwide, posing a major global health burden [1]. Despite improvements in detection and disease management, CKD remains a life‐threatening condition, as many patients develop cardiovascular complications or die prematurely before reaching end‐stage kidney disease (ESKD) [2]. Diabetes is the leading cause of CKD and ESKD, accounting for nearly half of all cases. In addition, recent evidence highlights that acute kidney injury (AKI)‐triggered by transient ischemia or nephrotoxins‐can drive CKD progression through persistent tubular injury. Episodes of poor glycemic control in diabetes may similarly induce a “metabolic memory” effect that continues to promote kidney damage, even after normalization of blood glucose levels   [3].

The underlying molecular mechanisms sustaining these injury states remain unclear. Epigenetic reprogramming is a widely proposed explanation, but definitive evidence in human kidney tissue is lacking. The epigenome, through modifications such as histone acetylation and DNA methylation, governs chromatin accessibility and transcriptional activity [4, 5]. Because these modifications are propagated during cell division, they offer a plausible mechanism for long‐term transcriptional changes that drive disease. Epigenome‐wide association studies (EWAS) in humans have revealed widespread epigenetic variation that correlates with kidney function traits, including estimated glomerular filtration rate (eGFR) and albuminuria [4, 5, 6]. In addition, altered epigenetic changes have been reported in peripheral blood from CKD patients [7]. However, a mechanistic link between specific epigenetic changes and kidney fibrosis in human tissue remains to be established.

Cellular metabolism may represent a key upstream regulator of the epigenome. Chromatin‐modifying enzymes require metabolites as cofactors or substrates: for example, S‐adenosylmethionine donates methyl groups for DNA and histone methylation, while acetyl‐CoA donates acetyl groups for histone acetylation [8, 9, 10, 11, 12]. Thus, fluctuations in metabolite availability can directly alter chromatin structure and transcriptional programs. This connection could be particularly relevant in renal tubular epithelial cells, which have high metabolic demands, depend on fatty acid oxidation, and are highly sensitive to metabolic stress [13, 14].

Histone acetylation, particularly on histone H3, represents a major epigenetic mechanism associated with open chromatin and active transcription. In the nucleus, acetyl‐CoA is primarily generated from citrate via ATP‐citrate lyase (ACLY) [15], and from acetate via acyl‐CoA synthetase short‐chain family member 2 (ACSS2) [12, 16]. Previous work from our group showed that under metabolic stress, ACSS2 in the kidney primarily supports lipid synthesis rather than histone acetylation [17]. By contrast, ACLY‐derived acetyl‐CoA links carbohydrate and lipid metabolism with histone acetylation and gene regulation.

Previous work has implicated ACLY in fibrotic remodeling in other organs, including the heart and vasculature, where ACLY‐dependent acetyl‐CoA production promotes H3K27 acetylation and myofibroblast activation [18, 19, 20]. However, the metabolic–epigenetic mechanisms that sustain fibrotic transcriptional programs in the kidney, and their relevance in human CKD tissue, remain poorly defined.

Mendelian randomization studies suggest that genetically reduced ACLY expression may protect against CKD, though these findings are based on blood expression quantitative trait loci (eQTLs), not kidney tissue, and do not extend to continuous kidney function traits [21]. Preclinical studies have linked ACLY to extracellular matrix production and fibrosis, but kidney‐specific epigenetic consequences and long‐term functional outcomes remain poorly characterized [18, 20].

Here, we address these knowledge gaps directly. We perform integrative analysis of human kidney biopsies and preclinical models using quantitative histone proteomics and untargeted metabolomics, complemented by chromatin accessibility profiling. We define a role for citrate‐ACLY‐H3K27ac‐JAK axis in renal tubular cells in kidney disease and fibrosis.

## 2 Results

### 2.1 Unbiased Histone Profiling Identifies Higher H3K27 Acetylation in Mouse Models of Kidney Fibrosis

While epigenetic dysregulation has been proposed in CKD, a systematic analysis of histone modifications has not been performed in kidney fibrosis. In humans, the four core histone proteins are subject to diverse post‐translational modifications (PTMs) at their N‐terminal tails, including acetylation (ac), methylation (me), ubiquitination, crotonylation, and phosphorylation. These modifications regulate chromatin accessibility and transcription, and accumulating evidence suggests they contribute to CKD pathogenesis.

To systematically define histone PTM changes in fibrosis, we performed unbiased histone proteomic profiling using LC‐MS/MS in two established murine models: folic acid (FA)–induced nephropathy, which causes direct proximal tubular injury, and unilateral ureteral obstruction (UUO), which produces obstruction‐driven tubular damage that ultimately affects both distal and proximal segments (Figure 1A). Following nuclear isolation and controlled digestion, mass spectrometry revealed widespread alterations in histone marks in fibrotic kidneys. In the FA model, the combinatorial modification H3K27ac_K36un_K37un emerged as the most consistently increased (Figure 1B,C). Consistently, western blot confirmed that H3K27ac protein abundance was markedly elevated in FA kidneys compared with controls (Figure 1D,E). We next examined the UUO model, where LC‐MS/MS similarly identified H3K27ac_K36un_K37un as the consistently increased modification (Figure 1F,G). This finding was further validated by western blot, which showed a robust increase in H3K27ac protein abundance in UUO kidneys (Figure 1H,I). Together, these results identify elevated H3K27ac as a conserved epigenetic hallmark of kidney fibrosis across distinct injury models.

**FIGURE 1:**
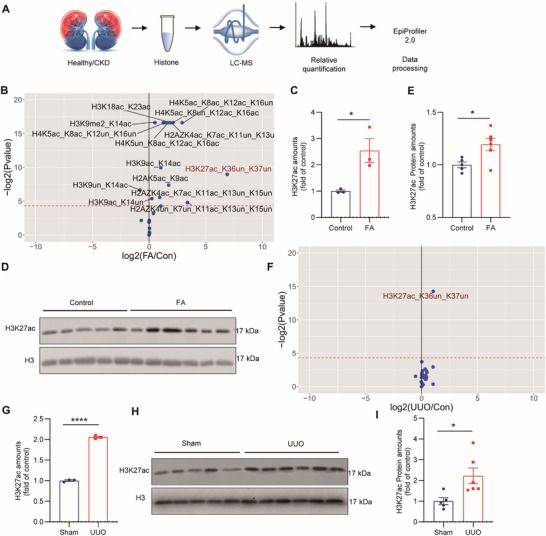
Unbiased histone profiling identifies higher H3K27 acetylation levels in mouse models of kidney fibrosis. (A) Schematic of workflow for histone modification profiling using LC‐MS/MS and EpiProfiler 2.0 in kidneys from healthy and diseased mice. (B,C) Volcano plot (log2 fold change vs. –log2(*p*‐value))  of histone modifications comparing control and folic acid (FA)–treated kidneys (B), and quantification of histone H3 lysine 27 acetylation (H3K27ac) levels in FA and control kidneys measured by LC‐MS/MS (C). ^*^ *p* < 0.05, n = 3. (D) Representative western blots of H3K27ac and total H3 in nuclei isolated from FA and control kidney samples. (E) Quantification of H3K27ac protein levels in nuclei isolated from FA and control kidneys. ^*^ *p* < 0.05, n = 5–6. (F,G) Volcano plot (log2 fold change vs. –log2(*p*‐value)) of histone modifications in sham and unilateral ureteral obstruction (UUO) kidneys (F), and quantification of H3K27ac levels in UUO and sham kidneys measured by LC‐MS/MS (G). ^****^ *p* < 0.0001, n = 3. (H) Representative western blots of H3K27ac and total H3 in nuclei isolated from UUO and sham kidney samples. (I) Quantification of H3K27ac protein levels in nuclei isolated from UUO and sham kidney samples. ^*^ *p* < 0.05, n = 5–6. Data represent mean ± SEM. Unpaired two‐tailed Student's *t* test for C, E, G, I.

### 2.2 Unbiased Metabolomics Analysis Identifies Higher Citrate Levels and ACLY Activity in Fibrotic Mouse Kidneys

To investigate whether metabolic alterations contribute to epigenetic changes in kidney fibrosis, we characterized metabolic shifts across complementary injury models. Because acetyl‐CoA is the essential donor for histone acetylation, we first performed targeted quantification of acetyl‐CoA in the UUO model and observed a clear increase compared with sham controls (Figure 2A). To define upstream pathways that may supply acetyl‐CoA, we next performed untargeted metabolomic profiling in the FA model (Figure 2B), which revealed broad accumulation of tricarboxylic acid (TCA) cycle intermediates, with citrate being among the most prominently elevated metabolites (Figure 2C,D). Finally, targeted citrate quantification confirmed that citrate accumulation also occurs in UUO kidneys (Figure 2E), indicating that increased citrate availability is a conserved metabolic feature of fibrotic kidneys. Since ACLY catalyzes the conversion of citrate to acetyl‐CoA, this suggests that ACLY activity may contribute to acetyl‐CoA availability and subsequent histone acetylation in fibrotic kidneys. RNA in situ hybridization demonstrated that *Acly* transcripts co‐localize with megalin (*Lrp2*), a marker of PT in mouse kidneys, confirming *Acly* expression in PT epithelial cells (Figure 2F). Consistent with this spatial localization, single‐cell RNA sequencing showed that *Acly* is enriched in PT segments and further increased in PT cells in mouse CKD. (Figure 2G). Importantly, both mRNA and protein levels of ACLY were markedly elevated in kidneys from FA‐treated (Figure 2H,I; Figure S1A,B) and UUO mice (Figure 2J,K; Figure S1C,D) compared to controls, indicating transcriptional and translational upregulation of ACLY in fibrotic kidneys. These results implicate ACLY as a key metabolic‐epigenetic integrator linking citrate metabolism to histone acetylation in kidney fibrosis.

**FIGURE 2:**
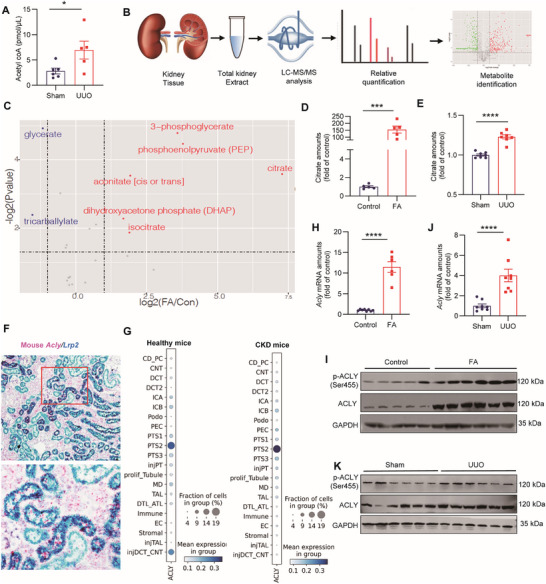
Unbiased metabolomics analysis identifies higher citrate levels and ACLY activity in fibrotic mouse kidneys. (A) Measurement of acetyl‐CoA levels in unilateral ureteral obstruction (UUO) kidneys vs. controls. Acetyl‐CoA levels were increased in the UUO group compared with controls. ^*^ *p* < 0.05, n = 5–6. (B) Schematic of an untargeted metabolomics workflow using LC‐MS/MS to analyze total kidney extracts from healthy and chronic kidney disease (CKD) mice. (C) Volcano plot (log2 fold change vs. –log2(*p*‐value)) showing altered metabolites in folic acid (FA)‐treated kidneys compared to controls. (D) Citrate levels were quantified by LC–MS/MS. Data are presented as fold change relative to the control group (control = 1.0). ^***^ *p* < 0.001, n = 5. (E) Citrate levels in UUO and control kidneys were measured using a citrate assay kit according to the manufacturer's instructions (Abcam, ab83396). Data are presented as fold change relative to the control group (normalized to 1.0). ^****^ *p* < 0.001, n = 7. (F) RNA in situ hybridization showing *Acly* (magenta) and *Lrp2* (blue) colocalization in renal tubules of mice; the down panel shows a magnified region. (G) Single‐cell RNA‐seq analysis showing *Acly* expression distribution across nephron segments in healthy and CKD mice (including UUO, folic acid nephropathy, adriamycin nephropathy, and diabetic kidney disease models). Expression is enriched in proximal tubule segments and in injured tubules across CKD models. CD_PC: Collecting Duct Principal Cells, CNT: Connecting Tubule Cells, DCT: Distal Convoluted Tubule Cells, DCT2: Distal Convoluted Tubule Segment 2, ICA: Intercalated Cells, Type A, ICB: Intercalated Cells, Type B, Podo: Podocytes, PEC: Parietal Epithelial Cells, PTS1: Proximal Tubule Segment 1, PTS2: Proximal Tubule Segment 2, PTS3: Proximal Tubule Segment 3, injPT: Injured Proximal Tubule Cells, prolif_Tubule: Proliferating Tubular Cells, MD: Macula Densa, TAL: Thick Ascending Limb, DTL_ATL: Descending Thin Limb/Ascending Thin Limb, Immune: Immune Cell Populations, EC: Endothelial Cells, Stromal: Stromal/Fibroblast Cells, injTAL: Injured Thick Ascending Limb, injDCT_CNT: Injured Distal Convoluted Tubule/Connecting Tubule Cells. (H,I) The expression of *Acly* mRNA (H) and protein levels (I) in FA‐ treated kidneys relative to controls. ^****^ *p* < 0.0001, n = 6–8. (J,K) The expression of *Acly* mRNA (J), ACLY and phospho ACLY protein levels (K) in UUO and Sham kidneys. ^****^ *p* < 0.0001, n = 8. Data represent mean ± SEM. Unpaired two‐tailed Student's *t* test for A, D, E, H, J.

### 2.3 Tubule‐Specific Deletion of *Acly* Attenuates Renal Fibrosis in UUO and FA Mouse Models by Reducing H3K27ac

To investigate the functional role of ACLY in kidney fibrosis, we generated a mouse model with tubule‐specific *Acly* deficiency using a conventional Cre‐lox strategy (*Acly* ^f/f^ mice) [22] and cross these mice with *Ksp‐Cre* transgenic mice to achieve tubule‐specific deletion (*Acly* ^fl/fl;Ksp‐Cre^), hereafter referred to as *Acly* conditional knockout (*Acly* cKO) mice. (Figure 3A). Genotyping (Figure S2A), together with mRNA and protein analyses, confirmed efficient *Acly* depletion in renal tubular epithelial cells (Figure S2B,C).

**FIGURE 3:**
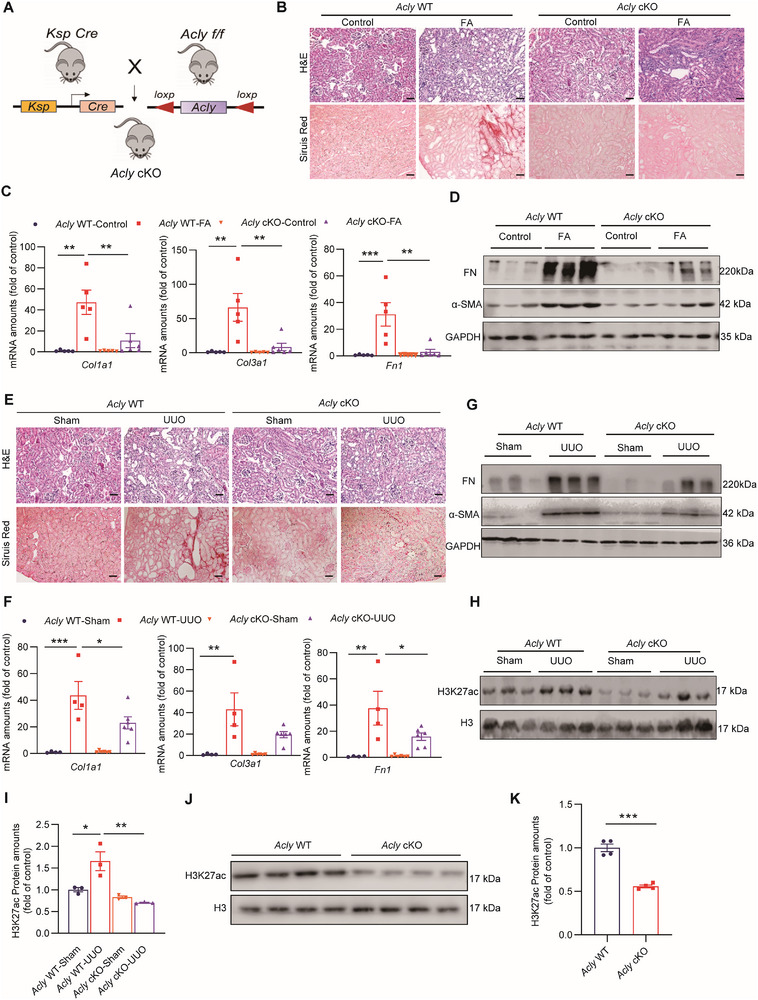
Tubule‐specific deletion of *Acly* attenuates kidney fibrosis in UUO and FA mouse models by reducing H3K27ac. (A) Generation of tubule‐specific *Acly* knockout mice (*Acly* cKO) by crossing *Ksp‐Cre* mice with *Acly* ^f/f^ mice. (B) Representative H&E and Sirius Red staining of kidney sections from WT and *Acly* cKO mice treated with vehicle or folic acid (FA). Scale bars, 50 µm. (C) Relative mRNA levels of fibrotic gene expression (*Col1a1*, *Col3a1*, and *Fn1*) in kidneys from *Acly* WT and *Acly* cKO mice treated with vehicle or FA, fibrotic gene expression was reduced in *Acly* cKO mice treated with FA compared with WT mice treated with FA. ^**^ *p* < 0.01, ^***^ *p* < 0.001, n=5–6. (D) Western blots analysis of fibronectin (FN) and α‐SMA protein levels in WT and *Acly* cKO mice kidneys treated with vehicle or FA. (E) Representative images of H&E (top) and Sirius Red (bottom) staining in kidneys from WT and *Acly* cKO mice after UUO or sham. Scale bars, 50 µm. (F) Relative mRNA levels of fibrotic genes *(Col1a1, Col3a1, and Fn1*) in kidneys from WT and *Acly* cKO mice after unilateral ureteral obstruction (UUO) or sham, fibrotic gene expression was reduced in *Acly* cKO UUO mice compared with WT UUO mice. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, n = 4–6. (G) Representative western blots of FN and α‐SMA in kidney lysates from WT and *Acly* cKO mice after UUO or sham. (H) Western blots showing histone H3 lysine 27 acetylation (H3K27ac) levels in WT and *Acly* cKO kidneys after UUO or sham. (I) Quantification of H3K27ac in (H), normalized to total H3. ^*^ *p* <0.05, ^**^ *p* < 0.01, n = 3. (J) Western blots showing H3K27ac levels decreased in *Acly* cKO primary tubule cells compared with WT cells. (K) Quantification of H3K27ac in (J), normalized to total H3. n = 4. Data represent mean ± SEM. One‐way ANOVA with Tukey's multiple comparisons test for C, F, I. Unpaired two‐tailed Student's *t* test for K.

We observed markedly lower tubular injury and collagen deposition in *Acly* cKO FA kidneys compared with WT FA controls, as demonstrated by H&E and Sirius Red staining (Figure 3B; Figure S3A). Consistently, *Acly* cKO FA kidneys exhibited markedly decreased mRNA levels of fibrotic genes (*Col1a1*, *Col3a1*, *Fn1*) (Figure 3C) and reduced protein abundance of fibronectin (FN) and α‐SMA (Figure 3D; Figure S3B,C). Similar protective effects were observed in UUO models (Figure 3E–G; Figure S3D–F), supporting a protective role of tubular *Acly* deletion against renal fibrosis. Because ACLY supplies acetyl‐CoA for histone acetylation, we next examined whether *Acly* deletion alters protein acetylation during kidney fibrosis. Using a pan‐acetyl‐lysine antibody, we found that acetylation signals were predominantly localized within the nucleus, with no appreciable increase in cytoplasmic staining in UUO kidneys (Figure S4A), indicating that acetylation remodeling primarily occurs at the nuclear level and is closely associated with chromatin‐related processes. Subcellular fractionation followed by immunoblotting further confirmed that global acetylation signals were markedly enriched in the nuclear fraction of WT UUO kidneys but substantially attenuated in *Acly* cKO UUO kidneys, whereas cytoplasmic acetylation remained unchanged across groups (Figure S4B). We next examined the specific histone acetylation mark H3K27ac. The UUO‐induced increase in H3K27ac observed in WT kidneys was markedly reduced in *Acly* cKO kidneys (Figure 3H,I). Consistent with these in vivo findings, primary tubular epithelial cells from *Acly* cKO mice also exhibited markedly reduced H3K27ac levels, confirming that ACLY is required to maintain histone acetylation in tubular epithelial cells (Figure 3J,K).

Given that acetate can also serve as an upstream carbon source for acetyl‐CoA via acyl‐CoA synthetase short‐chain family 2 (ACSS2), we next quantified acetate levels in both fibrotic kidney tissues and in circulation. Notably, acetate concentrations were significantly reduced in fibrotic kidneys and were also decreased in serum (Figure S5A,B), indicating diminished acetate availability both locally and systemically in this disease context. Consistent with this limitation in substrate availability, ACSS2 protein expression was reduced under UUO conditions and was not further altered in *Acly*‐deficient UUO kidneys (Figure S5C), suggesting that the acetate‐ACSS2 pathway may not play a major compensatory role in sustaining acetyl‐CoA production during fibrosis.

Together, these findings demonstrate that tubule‐specific deletion of *Acly* protects against kidney fibrosis by disrupting citrate‐acetyl‐CoA flux and attenuating histone H3K27ac, highlighting ACLY as a critical metabolic‐epigenetic regulator in CKD pathogenesis.

### 2.4 ACLY Modulates Chromatin Accessibility and Fibrosis‐Related Gene Programs in Mouse Models of CKD

To better understand the protective role of ACLY in kidney fibrosis, we first examined whether its known function in lipid metabolism contributes to disease progression. ACLY catalyzes the conversion of citrate to acetyl‐CoA, providing substrate for de novo lipogenesis and fatty acid metabolism. Because proximal tubule (PT) cells rely heavily on fatty acid oxidation for energy production‐and defects in lipid handling have been implicated in CKD progression‐we tested whether loss of ACLY alters lipid metabolic pathways. Quantitative PCR analysis of key metabolic genes (*Acox1*, *Acox2*, *Cpt1a*, *Cpt2*, *Ppara*, *Plin2*, *Acaca*, *Acacb*, *Scap*, *Srebf1a*, *Fasn*) revealed no differences between *Acly* cKO and WT kidneys (Figure S6).

These data indicate that loss of ACLY does not produce major changes in the expression of key lipid metabolism–related genes in this model. Because our earlier results demonstrated that ACLY regulates H3K27ac levels‐a mark of active enhancers and promoters‐we next examined whether ACLY influences chromatin accessibility at pro‐fibrotic loci. To test this, we first performed Assay for Transposase‐Accessible Chromatin using sequencing (ATAC‐seq), a technique that maps genome‐wide chromatin accessibility by using a hyperactive Tn5 transposase to insert sequencing adapters into open chromatin regions. This approach identifies regions of the genome that are accessible to transcription factors and other regulatory proteins. 

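Nuclei were taken from the kidney cortex of WT mice and of mice that lack ACLY in kidney tubule cells (Acly cKO). The libraries mapped here are 3 WT and 3 Acly cKO libraries, while the paper reports 5 WT and 3 Acly cKO libraries. By the paper's methods, the remaining WT libraries had been deposited earlier. The files do not show whether the remaining WT libraries entered the pooled call described next. By their labels, the WT libraries belong to batches 1 and 2 and the Acly cKO libraries to batches 4 and 5, so batch and genotype cannot be told apart. The labels give the treatment of every mapped library as Control, while the paper's methods frame the ATAC-seq around kidney injury. The authors trimmed the reads with fastp, aligned them to mm39 with Bowtie2, removed duplicates, kept uniquely mapped reads and called peaks with MACS3. They deposited a single peak list, which by its peak names covers all libraries pooled, and the list of summits before filtering. The peak list gives for each summit its position, its fold enrichment over the background and its -log10 q. These values are the authors' own. No column belongs to a single library, so the depth of each library is unknown, no value carries a replicate error, and WT and Acly cKO kidneys were not compared. A peak is counted here as a distinct interval, because the caller wrote 1 row per summit, and each interval takes the values of its highest summit. Intervals were placed on the GENCODE M39 annotation of GRCm39. Of 19110 protein-coding genes listed in both builds, 80.0% had a summit within 1 kb of the transcription start site (TSS) in GRCm39 coordinates and 37.3% in GRCm38 coordinates.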

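In the pooled list, 749750 summits fell into 279569 distinct intervals on 21 chromosomes, the autosomes, X and Y. The intervals had a median width of 434 bp and a mean width of 898 bp, and together covered 9.47% of the assembled bases of these chromosomes. A single summit was called in 53.4% of the intervals, and the most in 1 interval was 287. The intervals did not overlap, so merging them left their number at 279569. The median fold enrichment at the highest summit was 2.55 and the median -log10 q was 5.91. A q under 0.01 was reached by 235706 intervals (84.3%), a q under 1e-05 by 153523 (54.9%), and a fold enrichment of at least 5, the setting that moved the number most, by 68570 (24.5%).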

We conducted ATAC‐seq in kidneys from WT and *Acly* cKO mice, which lack ACLY specifically in kidney tubule cells (Figure 4A), and identified a total of 43 754 accessible chromatin peaks across both groups, representing open chromatin regions (Figure 4B). These peaks were enriched primarily in promoters and distal intergenic regions. 

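Of the 279569 intervals of the pooled list, 38.4% (Wilson 95% interval 38.2% to 38.6%) lay within 3 kb of a TSS, 44.4% (44.2% to 44.6%) in the rest of a gene, and 16.8% (16.7% to 17.0%) in distal intergenic sequence. These intervals cover counting error only. Promoters within 1 kb of a TSS held 21.3% of the intervals, first introns 20.2% and other introns 15.9%. Among 500000 random positions of the genome, 20.6% lay within 3 kb of a TSS and 38.2% in distal intergenic sequence. The share at promoters was thus 1.87 times that of random positions, and the distal intergenic share was 0.441 times that of random positions. The promoter share followed the rank of the intervals by q. It was 90.0% among the 10000 strongest intervals, where 2.89% were distal intergenic, and 34.3% among the intervals from rank 160001 on, where 17.5% were distal intergenic. The mean width of the intervals fell along the same ranks, from 4798 bp to 297 bp, and a wider interval overlaps a promoter more often by chance, so part of this trend follows from width. Restricting the annotation to protein-coding transcripts moved these shares most, to 17.2% at promoters and 34.7% in distal intergenic sequence, while random positions gave 6.93% and 58.4%.

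**Figure D1:**
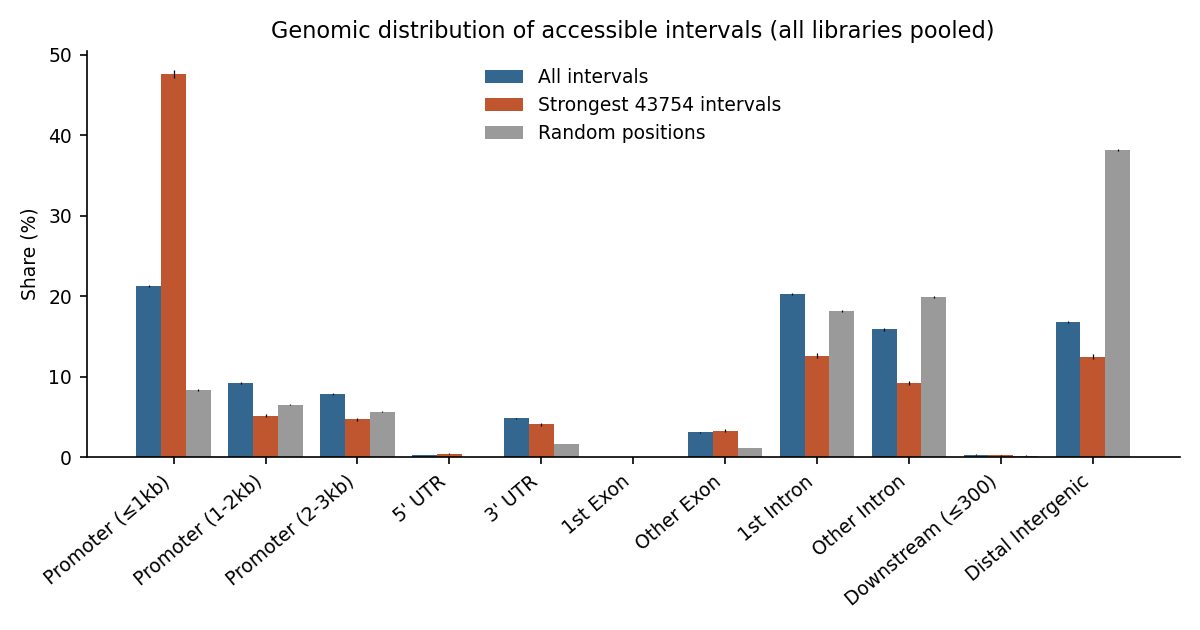
Share (%) of all 279569 intervals, of the strongest 43754 intervals by q and of 500000 random positions in each annotation class, all libraries pooled. Error bars are Wilson 95% intervals. Promoters within 1 kb of a TSS hold 47.6% of the strongest intervals, 17.6% of intervals of the same widths placed at random (not drawn, added after the data were seen) and 8.37% of random positions.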

Line plot analysis centered on transcription start sites (TSS) revealed that global promoter accessibility was largely preserved in *Acly* cKO kidneys (Figure 4C), suggesting that ACLY does not broadly affect TSS‐proximal accessibility. 

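The 200 bp around the highest summit of each interval in the pooled list were searched for motifs of Fig. 4D, written as consensus sequences and matched on both strands with mismatches allowed. The search compared 273620 windows with as many GC-matched windows outside the intervals, with a mean GC content of 50.3% in both sets. Genotypes were not separated. Sequences are not biological replicates, so the tests compare sequences only. The RARα consensus TTGAMCTTTG, with 1 mismatch allowed, occurred in 4.94% of the summit windows and 2.83% of the background windows, a log2 ratio of 0.81. The log2 ratio was 0.95 for ERRα, 0.96 for COUP-TFII, 1.12 for PPARα and 1.51 for HNF4α. Outside the nuclear receptors it was 1.36 for NF1, 1.65 for BORIS, 2.97 for CTCF and 4.16 for Hnf1. The nuclear receptor consensus sequences resemble each other. An exact ERRα match also counts as a RARα match with 1 mismatch, so the nuclear receptor ratios are not independent. The Hnf1 consensus, which matched 0.251% of the summit windows, had an adjusted p of 5.44e-155 (Fisher's exact test, two-sided, Benjamini-Hochberg over 10 motifs). For the other motifs named here the p-value was smaller than double precision can hold. Scrambled consensus sequences gave log2 ratios from -0.49 to 0.53, the highest for COUP-TFII with an adjusted p of 1.97e-25, so a small p alone does not separate a motif from its scrambled bases. With 1 mismatch fewer the log2 ratio of RARα moved most, to 1.98. It fell to 0.30 with 1 mismatch more and to 0.35 against windows 2 kb from each summit. Scrambled sequences reached 0.32 and 1.48 in these settings, so RARα fell inside their range. The scrambled RARα consensus itself gave -0.09 and -0.78, below RARα in both settings. The windows 2 kb away were not matched in GC content, so base composition may also enter that setting. The log2 ratio of Hnf1 was highest, at 6.92, in the strongest 43754 intervals, as many as the paper counts peaks. It rested on 303 of 39280 summit windows and 2 of 39280 background windows, too few background matches to fix its size.

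**Figure D2:**
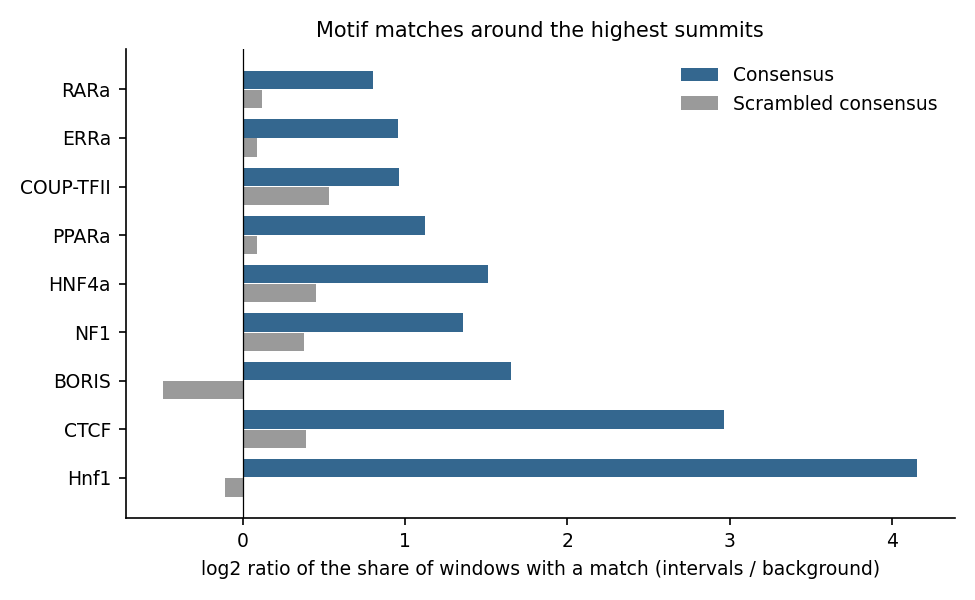
log2 ratio of the share of summit windows with a match to the share of GC-matched background windows, for each consensus and for the same bases scrambled, all libraries pooled. The consensus of each of the 9 motifs drawn lies above 0, from 0.81 for RARα to 4.16 for Hnf1.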

Motif enrichment analysis of shared peaks between WT and *Acly* cKO kidneys revealed strong enrichment for nuclear receptor binding motifs, including RARα, ERRα, and PPARα (Figure 4D), consistent with the core transcriptional program in proximal tubule cells.

FIGURE 4ACLY modulates chromatin accessibility and fibrosis‐related gene programs in mouse models of CKD. (A) Kidneys from WT (n = 5) and *Acly* cKO (n = 3) mice were collected, nuclei were isolated, and chromatin accessibility was profiled by ATAC‐seq. (B) Genomic distribution of ATAC‐seq peaks shared between *Acly* cKO and WT kidneys. (C) Global accessibility profile of ATAC‐seq peaks across *Acly* WT and *Acly* cKO samples shows similar overall chromatin landscapes. (D) Motif enrichment analysis of shared accessible chromatin regions in *Acly* WT and *Acly* cKO kidneys. HOMER analysis of genomic regions that remained accessible in both *Acly* WT and *Acly* cKO kidneys identified enriched transcription factor motifs, including nuclear receptor (NR) motifs (RARa, ERRa, COUP‐TFII, PPRAa), hepatocyte nuclear factor (HNF) motifs, and CTCF/Zf motifs. *P*‐values indicate the statistical significance of motif overrepresentation compared with background sequences. (E) Volcano plot (log2 fold change vs. –log10(FDR)) showing differentially accessible peaks between *Acly* cKO and WT kidneys. (F) Pie chart quantifying the proportion of differentially accessible regions (DARs) with higher (5.4%), lower (7.6%), or unchanged accessibility (87%). (G,H) Gene Ontology (G) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway (H) enrichment analyses were performed for genes associated with lower DARs in *Acly* cKO compared with WT kidneys. Enriched pathways highlight fibrosis‐related biological processes, including actin cytoskeleton organization, cell adhesion, and PI3K–AKT and MAPK signaling. (I) Schematic illustration of pathway overlap. Pathways enriched from genes associated with decreased DARs in *Acly* KO mice were compared with genes up‐regulated in proximal tubules from chronic kidney disease (CKD) patients. Overlap is expressed as the percentage of pathways derived from decreased DAR‐associated genes. (J) Pie chart showing that 15.2% of total downregulated DAR‐associated genes in *Acly* cKO mice (compared with WT controls) are shared with upregulated DAR‐associated genes in proximal tubules from CKD patients (compared with healthy controls). (K) Schematic illustration showing enrichment analysis of *Acly* cKO‐associated lower DAR‐related genes or shared genes. These genes were mapped to the nCounter Human Fibrosis V2 Panel (NanoString Technologies, Seattle, WA), which contains 760 fibrosis‐related genes categorized into four biological modules: inflammation, proliferation, initiation, and modification. (L) Functional categorization of genes linked to lower DARs using the nCounter Human Fibrosis V2 Panel. The majority of DAR‐associated genes mapped to the inflammation module, followed by proliferation, initiation, and modification modules. (M) Functional categorization of the shared DAR‐associated genes identified in (J). These genes were mapped to the nCounter Human Fibrosis V2 Panel. Shared genes were most frequently categorized into the proliferation and inflammation modules. (N,O) Genome browser tracks showing ATAC‐seq profiles from five WT (red) and three *Acly*‐deficient (KO; black) kidneys at the *Jak1* (N) and *Jak2* (O) loci. 

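Intervals of the pooled list were counted from 3 kb upstream of each gene to its end, without separating WT from Acly cKO libraries. Jak1 (ENSMUSG00000028530.16) lies on the minus strand of chromosome 4 of GRCm39 from 101008838 to 101122487, and 56 intervals overlapped its region. The strongest spanned 101120482 to 101123650 over the promoter and the first exon, with its highest summit 17 bp upstream of the TSS. Its fold enrichment was 57.6 and its -log10 q 1197, higher than in 99.2% of all intervals. The reference sequence from 101122479 to 101122529 around that summit is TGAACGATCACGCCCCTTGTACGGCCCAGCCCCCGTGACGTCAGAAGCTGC. In intron 1, the interval from 101059260 to 101060916 had a fold enrichment of 19.2, and the interval from 101090920 to 101092943 one of 14.6. Jak2 (ENSMUSG00000024789.15) lies on the plus strand of chromosome 19 from 29228677 to 29290505 and had 8 intervals. The strongest spanned 29227269 to 29231970, with its highest summit in exon 1, 402 bp downstream of the TSS. Its fold enrichment was 49.5 and its -log10 q 980, higher than in 98.7% of all intervals. The sequence from 29229054 to 29229104 around that summit is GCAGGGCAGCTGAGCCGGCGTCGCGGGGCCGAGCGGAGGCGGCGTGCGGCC. In intron 2 the interval from 29248428 to 29248977 had a fold enrichment of 8.31. Among the strongest 43754 intervals, the setting that moved these numbers most, 7 lay at Jak1 and 2 at Jak2.

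**Figure D3:**
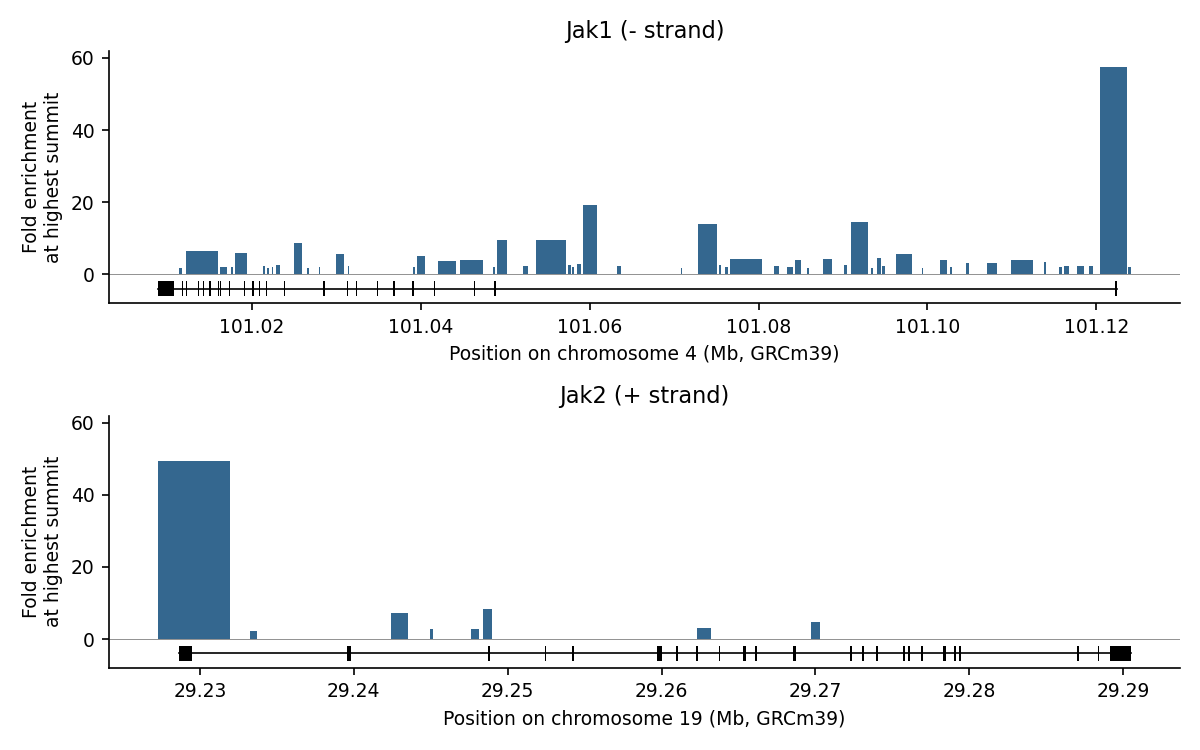
Fold enrichment at the highest summit of each interval at Jak1 and Jak2 against position (Mb, GRCm39), all libraries pooled. Bars span the intervals, and the black line with boxes is the canonical transcript with its exons. The interval over each promoter is the tallest, at 57.6 for Jak1 and 49.5 for Jak2.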

Previously reported H3K27ac ChIP‐seq peaks (purple) mark putative enhancer and promoter regions (Wilflingseder et al., *Nat Commun* 2020). Chromatin accessibility at these H3K27ac‐marked regulatory elements was markedly reduced in *Acly*‐deficient kidneys, indicating diminished activation of *Jak1* and *Jak2* regulatory regions upon ACLY loss. (P–R) Chromatin immunoprecipitation followed by quantitative PCR (ChIP‐qPCR) was performed to assess H3K27ac enrichment at the *Jak1* (P), *Jak2* (Q), and *Rpl30* (R) promoter regions in tubular epithelial cells treated with TGF‐β (5 ng/mL, 24 h). H3K27ac enrichment at the *Jak1* and *Jak2* promoters was attenuated in *Acly*‐deficient cells compared with WT cells, whereas enrichment at the *Rpl30* promoter remained unchanged. ^*^ *p* < 0.05, n = 4. (S, T) Relative *Jak1* and *Jak2* mRNA amounts in WT and *Acly* cKO kidneys under sham or UUO conditions. *Jak1* and *Jak2* mRNA expression was lower in *Acly* cKO unilateral ureteral obstruction (UUO) mice compared with WT UUO mice. ^**^ *p* < 0.01, n = 6. (U) Western blot analysis of phosphorylated and total JAK1 and JAK2 in kidneys from WT and *Acly* KO mice after UUO or Sham. Data represent mean ± SEM. Unpaired two‐tailed Student's *t* test for P, Q, R. One‐way ANOVA with Tukey's multiple comparisons test for S, T.

**Figure:**
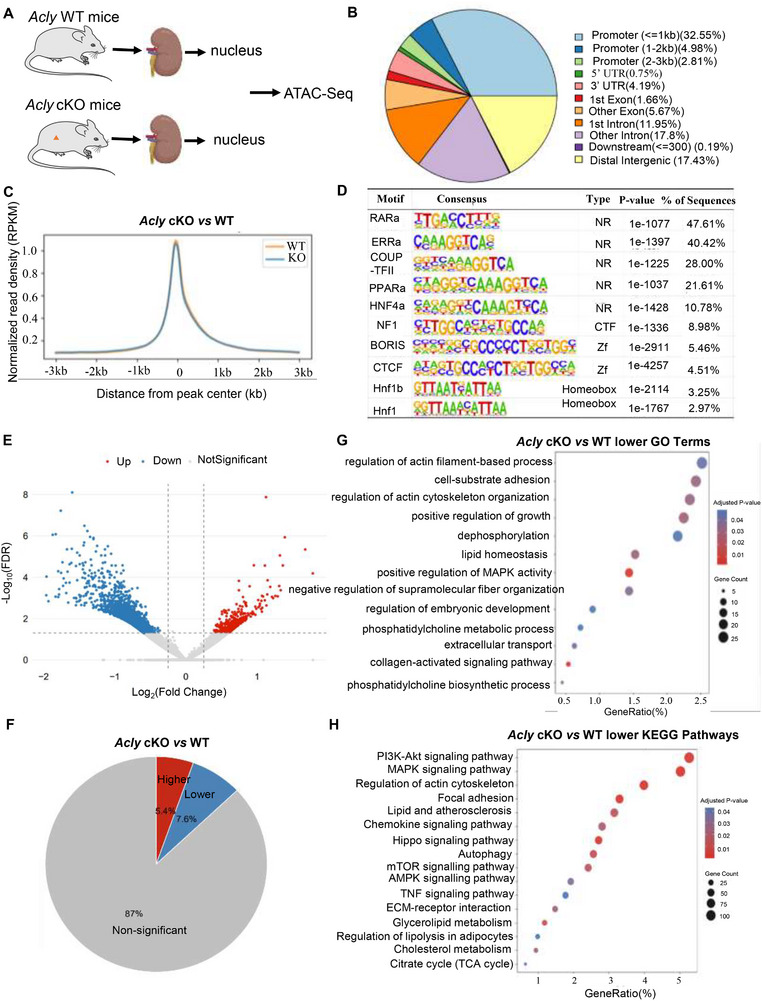

**Figure:**
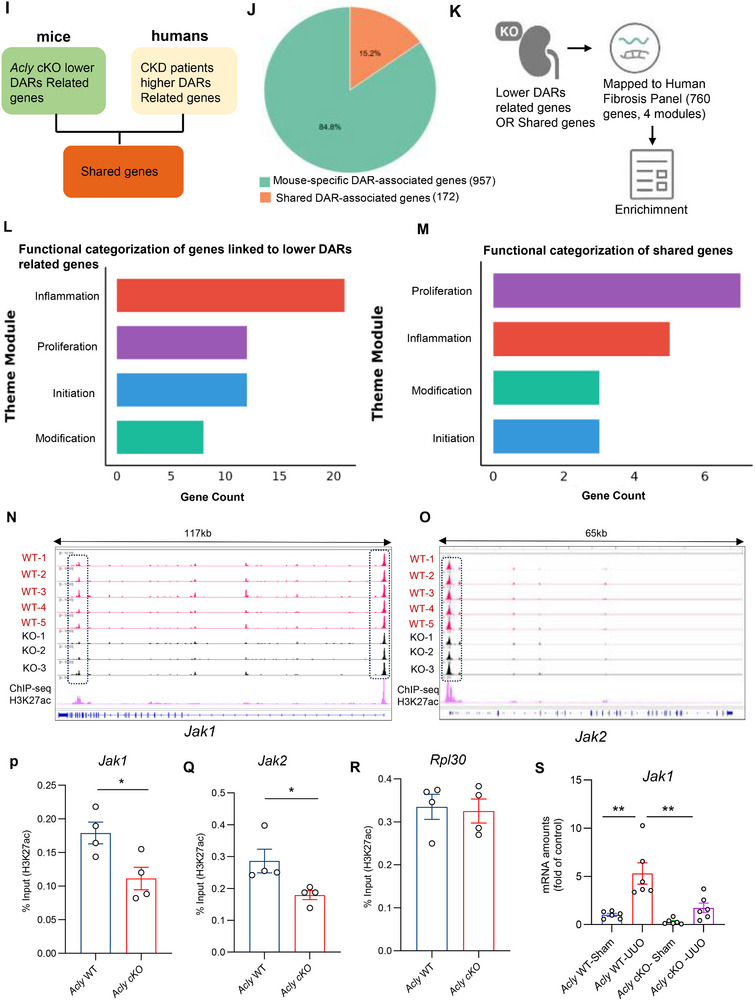

**Figure:**

However, differential accessibility analysis revealed changes in specific regions. Approximately 13% of total peaks were classified as differentially accessible regions (DARs) between WT and KO samples, with both gains and losses in accessibility (Figure 4E,F). Regions that showed decreased accessibility in *Acly*‐deficient kidneys were enriched for gene ontology (GO) terms related to cytoskeletal organization and cell‐substrate adhesion (Figure 4G). Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis further revealed associations with key fibrotic signaling pathways, including PI3K‐AKT, MAPK, focal adhesion, and citrate metabolism (Figure 4H). Together, these findings suggest that ACLY contributes to fibrosis‐associated chromatin remodeling at specific regulatory regions.

To assess the relevance of ACLY‐dependent chromatin changes, we compared genes linked to decreased accessibility in *Acly* cKO mouse kidneys with genes that exhibit increased accessibility in proximal tubule cells from CKD patients (Figure 4I). As reported in a recent single‐nucleus ATAC‐seq analysis of more than 60,000 human kidney cells, CKD is characterized by disease‐associated accessibility gains in metabolic genes predominantly expressed in proximal tubules [23]. A total of 172 genes (15.2%) that lost accessibility in *Acly* cKO mice overlapped with genes exhibiting disease‐associated chromatin opening in human CKD (Figure 4J), highlighting a conserved fibrosis‐associated epigenetic signature involving ACLY‐regulated chromatin regions.

To investigate the functional relevance of chromatin regions regulated by ACLY, we focused on genomic regions that exhibited reduced chromatin accessibility in *Acly* cKO kidneys. Since ACLY promotes acetyl‐CoA production and histone acetylation, particularly H3K27ac, its activity is expected to support chromatin opening and transcriptional activation at key regulatory loci. We therefore hypothesized that regions with decreased accessibility in *Acly* cKO kidneys represent ACLY‐dependent chromatin opening events, potentially linked to protection against fibrosis. Consistent with this hypothesis, analysis of regions with reduced chromatin accessibility in *Acly* cKO kidneys revealed significant enrichment at loci associated with renal fibrosis. Specifically, decreased accessibility was observed at multiple collagen genes (including *Col5a1*, *Col4a5*, and *Col27a1*), hyaluronan synthase family members (such as *Has3*), and the extracellular matrix gene *Fn1* (Figure S7). These findings indicate that ACLY deficiency restricts chromatin opening at key profibrotic gene loci, thereby limiting activation of fibrotic transcriptional programs and potentially contributing to protection against renal fibrosis. Then we mapped the genes associated with these regions to the annotated gene sets in the nCounter Human Fibrosis V2 Panel (NanoString Technologies, Seattle, WA), which includes 760 fibrosis‐related genes categorized into four biological themes: inflammation, proliferation, initiation, and modification (Figure 4K). We found that genes linked to ACLY‐dependent open chromatin regions were enriched in the inflammation module, followed by proliferation and initiation pathways (Figure 4L). This suggests that ACLY maintains chromatin accessibility at regulatory regions of inflammation‐ and proliferation‐related genes, possibly contributing to transcriptional programs that promote fibrotic progression. We then cross‐referenced the 172 shared DAR‐associated genes (identified from both *Acly* cKO mouse kidneys and CKD patient proximal tubules) with the 760‐gene NanoString Human Fibrosis V2 Panel. This analysis highlighted several candidate regulators, including *Jak1* and *Jak2*, which are key members of fibrosis‐associated gene modules. Notably, both *Jak1* and *Jak2* were annotated across multiple functional categories‐inflammation, proliferation, and modification‐emphasizing their relevance to injury‐activated fibrotic programs (Figure 4M). To define the chromatin basis of their regulation, we examined H3K27ac‐marked regulatory regions at the *Jak1* and *Jak2* loci using published ChIP‐seq datasets [24]. Genome browser visualization revealed prominent H3K27ac peaks at enhancer and promoter regions of *Jak1* and *Jak2*, which were notably reduced in *Acly*‐deficient kidneys (Figure 4N,O). To further validate the epigenetic regulation at these loci, we performed chromatin immunoprecipitation followed by quantitative PCR (ChIP‐qPCR) targeting the promoter regions of *Jak1*, *Jak2*, and the control locus *Rpl30*. ChIP‐qPCR analysis revealed reduced H3K27ac enrichment at the *Jak1* and *Jak2* promoters in *Acly*‐deficient tubular epithelial cells compared with WT cells under TGF‐β stimulation, whereas H3K27ac levels at the *Rpl30* promoter remained unchanged, supporting locus‐specific regulation of histone acetylation by *Acly (*Figure 4P–R).To functionally validate the conserved role of JAK1 and JAK2 in ACLY‐mediated chromatin regulation and fibrosis, we examined their expression in the UUO model. Consistent with the cross‐species chromatin analysis, *Jak1* and *Jak2* mRNA levels were increased in fibrotic WT kidneys but markedly suppressed in *Acly*‐deficient mice (Figure 4S,T). Western blot further confirmed increased phosphorylation of JAK1 and JAK2 in WT UUO kidneys, which was largely attenuated in ACLY‐deficient kidneys (Figure 4U; Figure S8A–D). Because STAT1 is a key downstream transcription factor of the JAK‐STAT signaling pathway, we next examined STAT1 activation in UUO kidneys. Both total and phosphorylated STAT1 were markedly increased in WT UUO mice but significantly attenuated in *Acly* cKO mice (Figure S8E,F). Consistently, IL‐6 expression was markedly elevated in WT UUO kidneys but significantly reduced in *Acly* cKO mice, consistent with the attenuation of JAK–STAT–mediated inflammatory signaling (Figure S8G,H). Together, these findings support the notion that ACLY contributes to renal fibrosis, at least in part, by regulating the JAK‐STAT signaling pathway.

### 2.5 Pharmacological ACLY Inhibition Mitigates Renal Fibrosis in UUO Mouse Model viaHistone Acetylation and JAK1/2 Signaling

Building on the protective effects observed with genetic deletion of *Acly*, we next tested whether pharmacological inhibition of ACLY could similarly attenuate kidney fibrosis. Two ACLY inhibitors were used: bempedoic acid (BA), an FDA‐approved drug for hyperlipidemia, and BMS‐303141, a selective small‐molecule inhibitor commonly used in preclinical studies. Mice subjected to UUO‐induced renal fibrosis were treated with either BA or BMS‐303141, administered once prior to surgery and again on day 3 post‐injury (Figure 5A).

**FIGURE 5:**
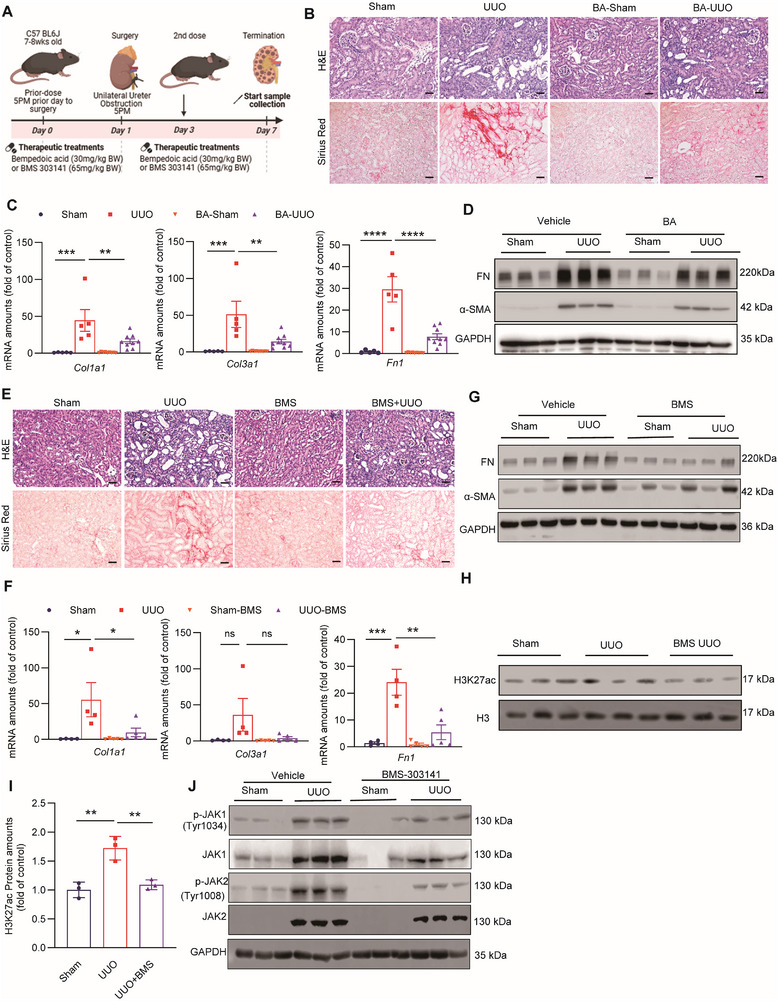
Pharmacological inhibition of *Acly* attenuates renal fibrosis in UUO mouse models. (A) Schematics of the experimental timeline. Male C57BL/6J mice (6–8 weeks) were treated with ACLY inhibitor Bempedoic acid (BA) (30 mg/kg) or BMS‐303141 (65 mg/kg) prior to and after unilateral ureteral obstruction (UUO) surgery. Kidneys were harvested on day 7 after UUO for analysis. (B) Representative H&E (top) and Sirius Red (bottom) staining of kidney sections. UUO induced severe tubular injury and interstitial collagen deposition, both of which were alleviated by BA treatment. Scale bars, 50 µm. (C) Relative mRNA levels of fibrotic genes (*Col1a1, Col3a1, Fn1*) in UUO kidneys treated with or without BA, fibrotic gene expression was lower in UUO mice treated with BA compared with UUO mice treated with vehicle. ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001, n = 5–9. (D) Western blot analysis of fibronectin (FN) and α‐SMA protein levels in the UUO model treated with or without BA. (E) Representative H&E (top) and Sirius Red (bottom) staining of kidney sections from mice subjected to sham surgery or UUO, with or without BMS‐303141 treatment. Scale bars, 50 µm. (F) Relative mRNA levels of fibrotic genes (*Col1a1, Col3a1, Fn1*) in UUO kidneys treated with or without BMS‐303141, fibrotic gene expression was lower in UUO mice treated with BMS‐303141 compared with UUO mice treated with vehicle. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, n = 4–5. (G) Representative western blots of FN and α‐SMA in kidney lysates from mice subjected to sham surgery or UUO, with or without BMS‐303141 treatment. (H) Representative immunoblots of histone H3 lysine 27 acetylation (H3K27ac) in kidneys from vehicle‐ or BMS‐303141 treated mice following UUO. (I) Quantification of H3K27ac levels from (H). ^**^ *p* < 0.01, n = 3. (J) Representative western blots of total and phosphorylated JAK1 and JAK2 in kidney tissues from sham‐operated or UUO mice, with or without BMS‐303141 treatment. Data represent mean ± SEM. One‐way ANOVA with Tukey's multiple comparisons test for C, F, and I.

Histological analysis showed that BA treatment reduced tubular injury and collagen deposition in UUO kidneys, as assessed by H&E and Sirius Red staining (Figure 5B; Figure S9A). Quantitative PCR revealed decreased expression of *Col1a1* and *Fn1*, with a more modest effect on *Col3a1* (Figure 5C). Western blot confirmed lower levels of fibronectin and α‐SMA protein in kidneys from BA–treated mice (Figure 5D; Figure S9B,C). These anti‐fibrotic effects were consistently replicated in mice treated with BMS‐303141 (Figure 5E–G; Figure S9D–F), supporting the therapeutic relevance of ACLY inhibition in renal fibrosis.

Importantly, treatment with BMS‐303141 reduced H3K27ac levels in UUO kidneys (Figure 5H,I), indicating that ACLY activity is required to maintain elevated histone acetylation during fibrosis progression. In parallel, we observed reduced expression and phosphorylation of JAK1 and JAK2 following BMS‐303141 treatment (Figure 5J; Figure S10), suggesting that ACLY inhibition may attenuate fibrosis by modulating JAK‐STAT signaling.

Together, these findings position ACLY as an important metabolic–epigenetic regulator of fibrotic signaling in the kidney and support the potential for ACLY inhibition as a therapeutic strategy in CKD.

### 2.6 ACLY Activation and Increased H3K27ac and JAK1/2 Expression in Human CKD Kidneys

To determine whether ACLY activation and histone hyperacetylation also occur in human CKD, we analyzed kidney tissue samples from patients with CKD and healthy controls. Citrate levels were elevated in CKD samples, consistent with findings in mouse models (Figure 6A). Western blot revealed higher H3K27ac levels in CKD patient kidneys compared to healthy controls (Figure 6B,C), indicating enhanced histone acetylation in human disease.

**FIGURE 6:**
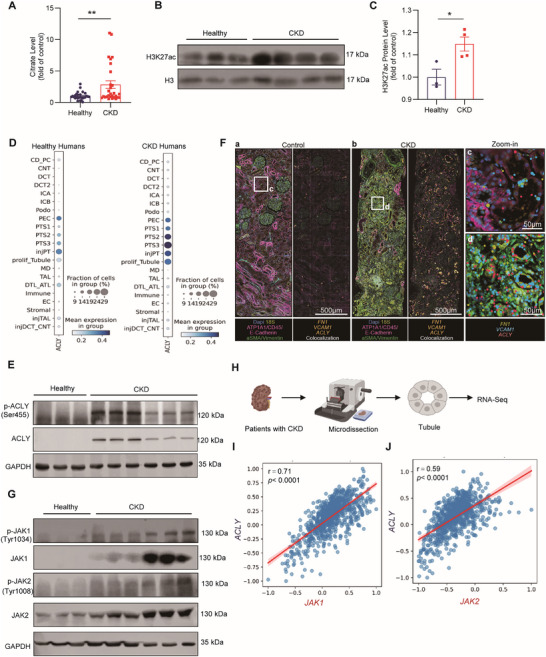
ACLY activation and increased H3K27ac and JAK1/2 expression in human CKD kidneys. (A) Relative quantification of citrate levels in human chronic kidney disease (CKD), including hypertensive nephropathy and diabetic kidney disease, compared with healthy controls. ^**^ *p* < 0.01, n = 28. (B) Western blots of histone H3 lysine 27 acetylation (H3K27ac) and total histone H3 in healthy and CKD human kidney cortical samples. (C) Quantification of H3K27ac normalized to H3 from (B). ^*^ *p* < 0.05, n = 3–4. (D) Single‐nucleus RNA‐seq analysis of human kidney biopsies showing *Acly* expression in proximal tubular segments in healthy and CKD patients, including hypertensive nephropathy and diabetic kidney disease. CD_PC: Collecting Duct Principal Cells, CNT: Connecting Tubule Cells, DCT: Distal Convoluted Tubule Cells, DCT2: Distal Convoluted Tubule Segment 2, ICA: Intercalated Cells, Type A, ICB: Intercalated Cells, Type B, Podo: Podocytes, PEC: Parietal Epithelial Cells, PTS1: Proximal Tubule Segment 1, PTS2: Proximal Tubule Segment 2, PTS3: Proximal Tubule Segment 3, injPT: Injured Proximal Tubule Cells, prolif_Tubule: Proliferating Tubular Cells, MD: Macula Densa, TAL: Thick Ascending Limb, DTL_ATL: Descending Thin Limb/Ascending Thin Limb, Immune: Immune Cell Populations, EC: Endothelial Cells, Stromal: Stromal/Fibroblast Cells, injTAL: Injured Thick Ascending Limb, injDCT_CNT: Injured Distal Convoluted Tubule/Connecting Tubule Cells. (E) Representative Western blot analysis of total ACLY and phosphorylated ACLY (Ser455) in kidney samples from healthy controls and patients with CKD due to hypertensive nephropathy. Healthy subjects (eGFR > 90 mL/min/1.73 m^2^), whereas the CKD group showed reduced kidney function with a mean eGFR of approximately 50 mL/min/1.73 m^2^. (F) Representative spatial transcriptomic images of human kidney sections from healthy donors (a, Control) and patients with CKD (b, CKD). The left images in each group show spatial expression of epithelial, immune, and stromal cell markers, including *ATP1A1* (proximal tubules), *CD45* (immune cells), *E‐Cadherin* (epithelial cells), *α‐SMA/Vimentin* (myofibroblasts), overlaid with DAPI and 18S rRNA signals. The right images highlight co‐localization of *ACLY* with fibrotic markers *FN1* and *VCAM1*. Scale bars, 500 µm. Zoom‐in views revealed increased ACLY expression in tubular epithelial cells from CKD kidneys compared with controls. Scale bars (a,b), 500 µm, Scale bars (Zoom‐in), 50 µm. (G) Western blot analysis of phosphorylated and total JAK1 and JAK2 in kidney samples from healthy controls and patients with hypertensive nephropathy–associated CKD. Healthy controls exhibited preserved renal function (eGFR > 90 mL/min/1.73 m^2^), whereas CKD patients showed impaired kidney function with a mean eGFR of approximately 50 mL/min/1.73 m^2^. (H) Schematic illustrating workflow for RNA‐seq analysis from microdissected renal tubules of CKD patients. (I,J) Correlation between kidney ACLY expression (y‐axis) and JAK1 (I) or JAK2 (J) expression (x‐axis) in 843 microdissected tubule transcriptomes from healthy individuals and patients with CKD. (Pearson correlation, *p* < 0.0001 for both). Data represent mean ± SEM. Unpaired two‐tailed *t*‐test for A, C.

Single‐nucleus RNA‐seq analysis of human kidney datasets showed that ACLY expression is enriched in proximal tubule segments under baseline conditions and is higher in injured and proliferating proximal tubular cells in CKD patients (Figure 6D), mirroring mouse transcriptomic profiles. Western blot further confirmed higher ACLY phosphorylation at Ser455 in CKD kidneys, suggesting a link between ACLY activation and disease severity (Figure 6E; Figure S11A,B). Spatial transcriptomic analysis revealed that ACLY was higher in proximal tubule regions of CKD kidneys, where it co‐localized with pro‐inflammatory markers VCAM1 and FN1, high‐resolution zoom‐in images demonstrated marked upregulation of ACLY within renal tubular epithelial cells in CKD kidneys, consistent with enhanced metabolic‐epigenetic activation in injured tubules (Figure 6F). In kidney samples from patients with CKD, ACLY and JAK1/2 protein levels were higher than in healthy controls and increased with worsening renal function (Figure 6G; Figure S11C–F). Transcriptomic analysis of microdissected tubules further demonstrated a strong positive correlation between *ACLY* and *JAK1* (r = 0.71) and *JAK2* (r = 0.59) expression (Figure 6H–J), The strong association between ACLY and JAK1/2 expression in human CKD tubules further supports a conserved regulatory link between ACLY and JAK–STAT signaling during human kidney fibrosis.

## 3 Discussion

In this study, we investigate how metabolic dysregulation can produce lasting changes in chromatin state and gene expression that contribute to chronic kidney disease (CKD progression. Focusing on CKD, we define a working model that links cellular metabolism, epigenetic remodeling, and inflammatory signaling in renal tubular cells. By integrating epigenomic profiling, metabolomics, genetic models, pharmacologic inhibition, and human kidney tissue analysis, we identify ACLY as a metabolic–epigenetic integrator in proximal tubules. Our data support a pathway in which ACLY converts citrate into acetyl‐CoA, thereby sustaining histone H3K27 acetylation at pro‐inflammatory gene loci, including *Jak1* and *Jak2*, and contributing to JAK‐STAT‐associated inflammatory and fibrotic transcriptional programs. Tubule‐specific deletion or pharmacologic inhibition of ACLY suppresses this axis, leading to reduced chromatin accessibility at these loci, lower cytokine production, and attenuated renal fibrosis. These findings provide a mechanistic framework that links nutrient sensing to epigenetic remodeling and chronic inflammation in CKD.

While epigenetic changes have long been proposed in CKD [25], no unbiased profiling has been performed due to technical difficulties in histone modification analysis. To uncover conserved epigenetic changes in kidney fibrosis, we performed quantitative histone tail proteomics in two widely used murine models—FA and UUO [26]. Across both models, we identified a consistent and selective increase in H3K27ac, a modification associated with transcriptionally active enhancers and promoters. This reproducible enrichment suggests that H3K27ac represents a prominent epigenetic feature of renal fibrogenesis, independent of injury type. We next sought to identify the metabolic drivers of this acetylation pattern. Given that acetate can also serve as an upstream carbon source for acetyl‐CoA via ACSS2, we quantified acetate levels in both fibrotic kidney tissues and in circulation. ACSS2 protein expression was reduced in UUO and was not further altered in *Acly*‐deficient UUO kidneys, arguing against a major compensatory role for the acetate–ACSS2 pathway in sustaining acetyl‐CoA production during fibrosis. In contrast, both fibrosis models exhibited citrate accumulation, a hallmark of disrupted mitochondrial metabolism. Both fibrosis models exhibited citrate accumulation, a hallmark of disrupted mitochondrial metabolism. Because citrate is the precursor for cytosolic acetyl‐CoA production via ACLY [22, 27, 28], we hypothesized that increased ACLY activity fuels H3K27ac at proinflammatory and profibrotic gene loci. Supporting this, we observed elevated levels of acetyl‐CoA and upregulation of ACLY in fibrotic kidneys, along with strong spatial enrichment in proximal tubule epithelial cells—a metabolically active and injury‐prone segment. These data establish a mechanistic link between metabolic stress, citrate flux, and ACLY‐mediated chromatin remodeling, and support a role for ACLY as a metabolic–epigenetic gatekeeper in CKD. While our data highlight histone H3K27 acetylation as the dominant epigenetic output of ACLY activation in fibrotic kidneys, ACLY‐derived acetyl‐CoA may also support acetylation of specific non‐histone proteins involved in fibrotic and inflammatory signaling pathways. The extent to which these select non‐histone acetylation events contribute to CKD pathogenesis remains largely unexplored and warrants further investigation.

ACLY has recently been implicated in fibrotic remodeling in other organs, including cardiac and vascular tissues, where ACLY‐derived acetyl‐CoA promotes H3K27 acetylation at profibrotic gene loci and pharmacologic ACLY inhibition limits fibrogenesis. Our study extends these findings to the kidney and adds several elements that are specific to renal disease. First, unbiased histone tail proteomics in two complementary kidney fibrosis models identify H3K27ac as a predominant histone modification associated with renal fibrogenesis. Second, we link citrate accumulation, ACLY activation, and H3K27ac to changes in chromatin accessibility and expression of JAK–STAT pathway components in proximal tubules. Third, we validate this axis in human CKD using metabolomics, spatial transcriptomics, and microdissected tubular transcriptomes, where ACLY activation and JAK1/2 expression associate with loss of kidney function. Together, these findings position ACLY‐dependent epigenetic remodeling as a conserved but organ‐specific amplifier of fibrotic signaling and highlight its relevance in human CKD.

Our data suggest that ACLY modulates chromatin accessibility at pro‐inflammatory loci. Integrative analysis of ATAC‐seq and H3K27ac ChIP‐seq datasets revealed reduced chromatin accessibility at H3K27ac‐marked regulatory regions of *Jak1* and *Jak2* in *Acly*‐deficient kidneys, accompanied by decreased JAK1/2 expression and reduced JAK1/2 phosphorylation in fibrotic kidneys. Consistently, STAT1 activation and IL‐6 expression were also diminished following *Acly* deletion. Together, these findings suggest that ACLY‐dependent enhancer activation promotes JAK–STAT–mediated inflammatory signaling. However, we did not directly manipulate JAK–STAT signaling downstream of ACLY, and additional cell‐type–specific and rescue experiments will be required to establish the extent to which the JAK‐STAT axis is necessary and sufficient for ACLY‐mediated fibrotic progression. Within these limits, our data are consistent with a model in which ACLY does not act as a broad global chromatin modifier, but rather preferentially supports activation of disease‐relevant inflammatory gene networks in this setting. The chromatin changes observed in *Acly*‐deficient kidneys were accompanied by reduced IL‐66 expression, implicating ACLY in the activation of the JAK–STAT signaling cascade—a critical driver of chronic inflammation and fibrosis. We also found that ACLY is phosphorylated at the activating Ser455 site in CKD, likely via AKT [29], and localized predominantly to proximal tubules, which are both metabolically active and highly injury‐prone. Taken together, these findings extend ACLY's role beyond a metabolic enzyme and support its function as a metabolic–epigenetic regulator that links mitochondrial dysfunction and metabolic stress to chromatin remodeling and downstream inflammatory signaling. Through its regulation of JAK1/2 and IL‐6, ACLY connects nutrient sensing to cytokine‐driven fibrosis, establishing a metabolism‐to‐epigenome‐to‐inflammation axis that likely contributes to sustained disease progression in CKD. This expanded role raises the possibility that ACLY‐dependent chromatin remodeling may contribute to aspects of epigenetic “memory,” and that this process is dynamically regulated and potentially reversible, opening new avenues for therapeutic intervention in chronic fibrotic diseases.

The clinical relevance of our findings is underscored by the availability of ACLY inhibitors already in therapeutic use. We demonstrate that pharmacological inhibition of ACLY, using either the selective small‐molecule BMS‐303141 or the FDA‐approved drug BA, phenocopies the protective effects of genetic *Acly* deletion, suppressing H3K27 acetylation, reducing JAK1/2 expression, and mitigating fibrosis in two distinct mouse models. Importantly, BA is currently approved for the treatment of hyperlipidemia, with a favorable safety profile and oral bioavailability, raising the exciting possibility of repurposing this agent for CKD therapy. In support of this translational direction, human CKD kidney biopsies showed higher ACLY expression and phosphorylation, elevated H3K27ac levels, and upregulation of JAK1/2, confirming that this pathway is activated in human disease. Although side effects such as hyperuricemia and tendon injury may warrant caution in CKD populations, our results provide a compelling mechanistic rationale for targeting ACLY in kidney fibrosis and support the clinical evaluation of ACLY inhibitors, particularly BA, as a tractable strategy to slow or halt CKD progression.

This study has several limitations. First, we focused on acute and subacute injury models (FA and UUO), which produce robust fibrosis but do not capture the full spectrum of common human CKD etiologies such as long‐standing diabetes and hypertension. Whether the citrate–ACLY–H3K27ac–JAK axis operates in the same way in more indolent metabolic models remains to be tested. Second, while these data support a dominant role for ACLY in the tubular compartment, we cannot exclude potential context‐dependent contributions of ACLY within glomerular and other cells. Importantly, our genetic models selectively target tubular epithelium, and epigenetic regulation by ACLY in glomerular populations was not directly examined in this study. Future investigations employing glomerulus‐specific genetic manipulation and higher‐resolution, cell type–resolved epigenomic profiling will be required to determine whether ACLY also modulates chromatin states and functional responses within the non‐tubular cell types, such as the glomerular compartment, fibroblasts, endothelial cells, or infiltrating immune cells. Spatial and single‐cell analyses support a prominent role for proximal tubules, but future studies will be needed to dissect cell‐type–specific ACLY functions in vivo. Third, although ACLY expression and metabolic reprogramming were most pronounced in proximal tubules, our genetic model (*Ksp*‐Cre; *Acly* ^fl/fl^) drives recombination broadly across the renal tubular epithelium, including distal nephron and collecting duct segments. Thus, we cannot fully exclude contributions from non‐proximal tubular segments to the observed chromatin and transcriptional changes. Nevertheless, spatial transcriptomics, metabolic profiling, and chromatin analyses consistently identify proximal tubules as the dominant site of ACLY activation and H3K27ac remodeling, supporting a primary role for this segment in mediating the observed phenotype. Fourth, our evidence for JAK–STAT involvement is associative and based on chromatin accessibility, gene expression, and phosphorylation status; we did not perform genetic or pharmacologic rescue experiments in the JAK–STAT pathway. Finally, while ACLY inhibition with bempedoic acid and BMS‐303141 phenocopied genetic *Acly* deletion, these agents may have off‐target or ACLY‐independent effects, and their efficacy and safety in CKD will require dedicated clinical studies. Fifth, we attempted to profile histone modification landscapes in human kidney samples using a proteomics‐based approach. However, due to substantial inter‐patient heterogeneity, along with variability in tissue availability, ischemic time, and sample preservation, we were unable to obtain reproducible and robust histone modification profiles across human specimens. These technical and biological limitations precluded definitive interpretation of the proteomics data. We therefore focused our human analyses on reproducible immunohistochemical and biochemical assessments.

This study also highlights several important areas for future investigation. First, the paracrine effects of ACLY‐driven tubular IL‐6 production—including its influence on immune cell recruitment, activation, and fibrogenesis—remain to be defined using co‐culture systems or in vivo lineage‐tracing approaches. Second, although we validated the ACLY–H3K27ac–JAK axis using bulk and spatial transcriptomics in human CKD kidneys, future single‐cell epigenomic studies will be needed to define cell‐type–specific contributions and to uncover potential heterogeneity across disease stages and nephron segments. The role of ACLY in non‐tubular cell populations, including infiltrating immune cells and resident fibroblasts, also warrants further investigation. Despite these uncertainties, our findings provide robust evidence that ACLY functions as a key metabolic–epigenetic regulator of kidney fibrosis.

In conclusion, we identify ACLY as an important driver of chromatin remodeling and inflammatory gene activation in CKD. By linking citrate metabolism to histone H3K27 acetylation and JAK‐STAT signaling, our findings reveal a mechanistic framework by which metabolic dysregulation can fuel epigenetic reprogramming and fibrotic progression. This work suggests that metabolic–epigenetic reprogramming is not merely a downstream consequence of injury, but also a potentially modifiable contributor to CKD pathogenesis. The discovery of a tractable citrate–ACLY–H3K27ac–JAK axis offers new avenues for therapeutic intervention and supports the potential repurposing of ACLY inhibitors, such as BA, for the treatment of fibrotic kidney disease.

## 4 Experimental Section

### 4.1 Animal Studies

Tubule‐specific *Acly* deletion was generated by crossing *Acly* ^fl/fl^ mice with *Ksp*‐Cre (*Cdh*16‐Cre) mice (Jackson Lab, stock#012237). *Ksp*‐Cre mediates recombination broadly in renal tubular epithelial cells—including proximal tubules, distal tubules, and collecting ducts. Littermate *Acly* ^fl/fl^ mice lacking Cre were used as controls. Primer sequences used for genotyping are listed in Table S1.

Construction of CKD mouse models was performed as previously described in the literature [17]. Mice (6–8 weeks old) were randomly assigned to experimental groups and maintained with ad libitum access to food and water. To interrogate distinct nephron compartments, we employed two complementary injury models: folic acid (FA) nephropathy, and unilateral ureteral obstruction (UUO),. FA nephropathy was induced by a single intraperitoneal injection of FA dissolved in sodium bicarbonate (250 mg/kg). UUO was performed by ligating the right ureter under anesthesia; the contralateral kidney served as the sham control. Mice were euthanized 7 days after FA administration or surgery.

For therapeutic studies, BMS‐303141 was administered intraperitoneally at 65 mg/kg body weight 1 day before UUO surgery and a second time on day 3 after surgery, and mice were euthanized on day 7 for tissue and serum collection. For bempedoic acid treatment, mice received 30 mg/kg body weight by oral gavage once daily for 7 consecutive days, starting 1 day before UUO surgery (day 0) and continuing through day 6; kidneys were harvested on day 7. Control animals received the corresponding vehicle on the same schedule. Doses and schedules for BMS‐303141 and bempedoic acid were selected based on prior in vivo ACLY inhibition studies and adjusted in pilot experiments to achieve robust pathway modulation without overt systemic toxicity.

Mice were assigned to experimental groups based on genotype or randomly allocated to treatment groups. Blinding was not possible due to the nature of the UUO surgery and genotype‐based grouping. No experimental units or data points were excluded.

### 4.2 Histone Extraction and LC‐MS/MS Based Quantification

Kidneys were harvested from healthy control mice and from CKD models, including FA–induced nephropathy and UUO, followed by histone extraction using acid precipitation. Briefly, freshly isolated kidney cortices were homogenized, and nuclei were isolated. Histones were extracted by incubating nuclear pellets in 0.4 NH_2_SO_4_, followed by precipitation with trichloroacetic acid and washing with acetone. The extracted histones were subjected to liquid chromatography–tandem mass spectrometry (LC‐MS/MS) using the EpiProfiler 2.0 platform to profile post‐translational modifications. Differential histone acetylation levels, including H3K27ac, were quantified and analyzed using log_2_ fold‐change and –log_10_ (*P* value) based volcano plots.

### 4.3 RNA Scope In Situ Hybridization

Kidney tissues were fixed in 4% paraformaldehyde, embedded in paraffin, and sectioned at 5 µm thickness. RNAscope multiplex fluorescence in situ hybridization (FISH) was performed using probes targeting *Acly* and *Lrp2* transcripts (Advanced Cell Diagnostics) following the manufacturer‘s instructions. Hybridization signals were visualized using confocal microscopy. Co‐localization of *Acly* (magenta) with *Lrp2* (cyan), a proximal tubular marker, was assessed in healthy mouse kidneys.

### 4.4 Western Blotting

For Western blot analysis, kidney lysis was conducted using blue buffer (Cell Signaling Technology, #56036S). Following centrifugation at 12 000 g for 15 min Subsequently, cell lysates were combined with SDS‐PAGE loading buffer, resolved by 10% SDS‐PAGE, and transferred onto PVDF membranes (Millipore). The membranes were subsequently subjected to overnight incubation with primary antibodies, including H3K27ac (Abcam, #ab4729), total histone H3 (Abcam, #ab176842), ACLY (Abcam, ab40793), p‐ACLY (Invitrogen, PA5‐105112), anti‐α‐SMA (Sigma, #A5228), anti‐fibronectin (Abcam, #ab2413), JAK1(Cell Signaling Technology, CAT#3344T), p‐JAK1 (Cell Signaling Technology, CAT 74129T), JAK2 (Cell Signaling Technology, CAT#3230T), p‐JAK2 (Cell Signaling Technology, CAT#8082T), STAT1(Cell Signaling Technology, CAT#14994), p‐STAT1(Cell Signaling Technology, CAT#9167) and GAPDH (Cell Signaling Technology, CAT#2118S), IL‐6 (Proteintech, CAT#21865‐1‐AP) all used at a dilution of 1:1000. This was followed by a 1‐h incubation with secondary antibodies at room temperature. Finally, the membranes were treated with SuperLumia ECL Plus HRP Substrate Reagent, and signals emanating from immunoreactive bands were detected utilizing a Chemiluminescent Imaging System.

### 4.5 Quantitative Real‐Time PCR

Total RNA was extracted from mouse kidneys using TRIzol reagent (Invitrogen) and reverse‐transcribed using a high‐capacity cDNA reverse transcription kit (Thermo Fisher Scientific). Quantitative PCR was performed using SYBR Green Master Mix (Bio‐Rad) on a QuantStudio 5 Real‐Time PCR system (Applied Biosystems). Gene expression was normalized to *Gapdh* and analyzed using the ΔΔCt method. Primer sequences are listed in Table S1.

### 4.6 Metabolite Extraction and LC‐MS/MS Based Metabolomics

Metabolite detection was performed as previously described [11]. Kidneys from mice and human were collected and weighed. Snap frozen samples were sent to Metabolon. Raw data were extracted, peak‐identified, and quality‐control processed using Metabolon's hardware and software. A data normalization step was performed to correct variation resulting from instrument inter‐day tuning differences. PCA was tested to reduce the dimension of the data. The pathway analysis using MetaboAnalyst (http://www.metaboanalyst.ca) with the default setting was performed for the metabolites changed in mice and human kidney tissues. The human study was deemed exempt by the Institutional Review Board of the University of Pennsylvania as no personal identifiers were collected.

### 4.7 Quantification of Citrate and Acetyl‐CoA

Citrate concentrations in kidney tissues were quantified using a commercial Citrate Assay Kit (Abcam, ab83396) following the manufacturer's protocol. Absorbance at 570 nm was measured using a microplate reader (BioTek Synergy), and data were normalized to tissue weight or protein content.

### 4.8 Acetyl‐CoA

Acetyl‐CoA levels were determined using an Acetyl‐Coenzyme A Assay Kit (Sigma, MAK566). Tissue extracts were deproteinized using perchloric acid or spin columns, and fluorescence was measured at Ex/Em = 535/587 nm. Concentrations were interpolated from standard curves and expressed as pmol/µL.

### 4.9 H&E and Sirius Red Staining

The tissues were fixed in formalin, dehydrated by an ethanol gradient (30%, 50%, 75%, and 95%), and then submitted to the histology Core in 100% ethanol. Once the tissue was sectioned, H&E and Sirius red staining were performed. Images were acquired in an Olympus 5000 microscope with Cell Sense software. The percentage of relative fibrosis was quantified in ImageJ.

### 4.10 Primary Cell Culture Isolation

Primary tubular epithelial cells were isolated from 4–6 weeks old WT and *Acly* cKO mice kidneys. Briefly, kidneys were minced into pieces and digested in 10 mL RPMI medium containing 100 µL of Collagenase IV (1 mg/mL) for 30 min at 37°C. Afterward, collagenase IV activity was stopped by adding 100 µL of fetal bovine serum (FBS). Cells were sequentially sieved through 100, 70, and 40 µm nylon mesh and centrifuged for 10 min at 3000 rpm. The pellet was resuspended in 1 mL of sterile RBC lysis buffer and incubated for 2 min on ice. DPBS was added and centrifuged for 10 min at 3000 rpm. The pellet was then resuspended in PTECs media (RPMI 1640 supplemented with 10% FBS, 20 ng/mL hEGF, 20 ng/mL EGF, 1X ITS (insulin‐transferrin‐selenium), and 1% penicillin‐streptomycin).

### 4.11 Sub‐Cellular Fractionation

Kidney tissues were carefully homogenized in 1mL of lysis buffer (10 mM HEPES pH 7.5, 10 mM KCl, 0.1 mM EDTA, 0.5% NP‐40, 1mM DTT, and 1X protease inhibitor cocktail). Fifty microliters aliquot (5%) was taken to use as the whole cell extract. Lysed tissues were briefly vortexed and centrifuged at 12 000 g for 10 min at 4°C. The supernatant was collected as the cytoplasmic (non‐nuclear) fraction and the pellet was washed 4 times by resuspending in 200 µl of lysis buffer and spun down at 200 g for 5 min at 4°C. The nuclear pellet was then resuspended in 250 µl of Fractionation Buffer (2M sucrose, 1mM MgCl2 and 10mM Tris‐HCl pH 7.4) and centrifuged at 16 000 g for 30 min at 4°C. Supernatant was discarded and purified nuclei were washed 2 times by resuspending in 200 µl of lysis buffer and spun down at 200 g for 5 min at 4°C. Purified nuclei were then resuspended in 100 µl of Nuclear Extraction Buffer (20 mM HEPES pH 7.5, 400 mM NaCl, 1 mM EDTA, 1mM DTT, and 1X protease inhibitor cocktail) and incubated on ice for 5 min. The sample was centrifuged at 16 000 g for 5 min at 4°C and the supernatant was collected as the soluble nucleoplasm fraction. For isolation of the insoluble chromatin fraction, the pellet was resuspended in 4X Laemmli buffer and alternatively boiled at 95°C and chilled on ice 3 times to dissolve. Protein concentration was measured by nanodrop and 20 µg of protein was used for western blotting [30].

### 4.12 Human Kidney Single Nuclear ATAC‐Seq

Adult human kidney single‐nuclear ATAC seq‐data was used from previous publications [23, 31, 32]. The data can be viewed at the website (http://www.susztaklab.com/Human_snATAC/index.php).

### 4.13 Mouse Bulk ATAC‐Seq and Data Analysis

Kidney cortical tissues from WT and KO mice were freshly dissected and processed for bulk ATAC‐seq as previously described with minor modifications [33, 34]. To assess the role of ACLY in regulating chromatin accessibility during kidney injury, we performed ATAC‐seq on kidney tissues from wild‐type (WT, n = 5) and tubule‐specific *Acly* knockout (KO, n = 3) mice. All samples were generated in our laboratory, and two WT datasets (GSM4752171 and GSM4752172) were previously deposited in the GEO database [35]. Approximately 50 000 nuclei were isolated from each sample using a hypotonic lysis buffer (10 mM Tris‐HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% TWEEN 20, 0.1% NP 40, and 1% BSA, followed by centrifugation and washed the nuclei pellet with wash buffer (10 mM Tris‐HCl [pH 7.4], 10 mM NaCl, 3 mM MgCl2, 1% BSA, 0.1% Tween‐20). The isolated nuclei were subjected to transposition using Tn5 transposase (Illumina Nextera DNA Library Prep Kit) at 37°C for 30 min. After purification, libraries were PCR‐amplified, size‐selected, and sequenced on an Illumina NovaSeq 6000 platform to generate 50 bp paired‐end reads.

### 4.14 ATAC Data Preprocessing and Peak Calling

Raw sequencing reads were trimmed using fastp and aligned to the mm39 reference genome using Bowtie2 (v2.3.4.3). Duplicates were removed, and BAM files were filtered to retain uniquely mapped reads. 

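The narrowest interval in the deposited list was 136 bp wide, a width that 932 intervals shared, and 49532 intervals (17.7%) were narrower than 200 bp. The widest interval measured 97914 bp. Fold enrichment at the summits ranged from 1.70 to 884. All 727147 summits with a fold enrichment under 20 had values that were whole multiples of 0.0655. The match was made within a tolerance that 10% of values would meet by chance. The lowest -log10 q in the list was 1.37.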

Peaks were called using MACS3 (v3.0.0) with parameters: –nomodel –extsize 200 –shift 100‐q 0.05 –call‐summits. Blacklisted regions (ENCODE mm39 blacklist) and non‐standard chromosomes were removed using BEDTools (v2.29.1). 

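The unfiltered list held 750624 summits, of which 874 were absent from the filtered list. Of these, 588 lay on sequences other than the autosomes, X and Y, and 286 on those chromosomes. The interval with the highest fold enrichment in the filtered list, 884, lies on chromosome 17 of GRCm39 from 40153882 to 40159728 and overlaps Rn18s-rs5. The next 3 by fold enrichment lie on chromosome 2 between 98492577 and 98497676, with values of 822, 591 and 425.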

For quality control, FRiP (Fraction of Reads in Peaks) scores were calculated per sample.

### 4.15 ChIP‐qPCR

ChIP‐qPCR was conducted using the Simple ChIP Kit (CST, # 9003) following the manufacturer's standard instructions. In brief, cells were cross‐linked in 1% formaldehyde‐containing cell culture medium at room temperature for 10 min and quenched with glycine. Chromatin was sheared to ∼200‐bp fragments by Micrococcal Nuclease. H3K27ac (Abcam, ab4729) antibody and non‐immune IgG (CST, 2729) were used for ChIP. Primers used for ChIP‐qPCR are listed in Table S1.

### 4.16 Differential Accessibility and Annotation

Differentially accessible regions (DARs) between WT and KO samples were identified using DiffBind or DESeq2 based on normalized read counts. Altered peaks were defined as those with adjusted *p* < 0.05 and |log_2_ fold change| > 0.25. Peaks were annotated using ChIPseeker, showing enrichment in promoter‐proximal and distal intergenic regions. Global accessibility patterns were compared using average signal intensity, and differentially accessible peaks were visualized via a volcano plot.

### 4.17 Motif Enrichment Analysis

To identify potential transcription factors associated with global chromatin accessibility, motif enrichment analysis was performed using HOMER on the union set of accessible peaks from both WT and *Acly* ^f/f; Ksp cre^ samples. De novo motif analysis was conducted with default parameters using a background set generated by HOMER.

### 4.18 Gene Ontology and Pathway Enrichment

Genes associated with DARs were mapped using GREAT [36] and annotated with clusterProfiler for GO [37] and KEGG [38] enrichment analysis. Fibrosis‐related biological processes and pathways were enriched.

### 4.19 Spatial Transcriptomics (Xenium)

Single‐cell spatial transcriptomic profiling was performed using the Xenium In Situ platform (10x Genomics). Tissue sections (5 µm thickness) were mounted onto Xenium slides according to the manufacturer's specifications. The Human Xenium Prime 5K Pan Tissue and Pathways Panel was used and supplemented with 100 custom probes targeting genes associated with tubular identity, fibrosis, inflammation, and metabolic pathways (full gene list provided in the Methods). Slides were processed according to the Xenium Cell Segmentation workflow, which includes morphology‐based segmentation using DAPI and membrane staining to enable automated cell boundary detection. Slides were subsequently loaded onto the Xenium Analyzer for in situ transcriptomic imaging and transcript decoding. Visualization and downstream analysis were performed using Xenium Explorer (10x Genomics). In this platform, each detected transcript is represented as a spatially resolved single‐molecule dot corresponding to one RNA molecule, enabling single‐molecule resolution. Protein staining images were overlaid with transcript localization to allow direct spatial comparison between immunofluorescence signals and gene expression patterns within the same tissue section.

### 4.20 Statistics

For comparisons between two groups, statistical significance was assessed using an unpaired two‐tailed Student's *t* test. For comparisons involving three or more groups, one‐way ANOVA followed by Tukey's post hoc test was used to determine pairwise differences. Normality and variance assumptions were verified prior to parametric testing. *p* value < 0.05 was considered statistically significant. Exact *P* values, statistical tests used, and sample sizes (*n*) are provided in the figure legends.

### 4.21 Study Approval

All animal studies were approved by the IACUC of the University of Pennsylvania under protocol number 804138. Human kidney sample collection was approved by the Institutional Review Board of the University of Pennsylvania. Samples were obtained through an external honest broker in a de‐identified manner.

### 4.22 Patient Consent for Publication

No written informed consent was required, as no identifiable patient information is included in this study.

This study does not involve any clinical trial or interventional study design.

### 4.23 Data Availability 

snRNA‐Seq data are publicly available in the Susztak Laboratory Kidney Biobank (https://susztaklab.com/Human_snATAC/index.php;https://susztaklab.com/hk_genemap/snRNA). ATAC‐Sequencing data have been deposited in GEO under accession codes GSE306009. Data values for bar graphs can be found in the Supplemental Supporting Data Values file. Full blots are presented in the supplemental material. Additional details on protocols and special reagents for this study are provided by the corresponding author upon request.

### 4.24 LC‐MS/MS

Metabolomic profiling was performed using LC–MS/MS to detect and quantify kidney metabolites. Relative quantification and metabolite identification were conducted based on established protocols.

Briefly, the separation was carried out using a Waters ACQUITY UPLC system equipped with a UPLC column (2.1 × 150 mm, 1.7 µm particles, Waters ACQUITY UPLC BEH C18). Mobile phase A consisted of water with 0.1% formic acid, and mobile phase B consisted of acetonitrile:methanol (95:5, v/v) with 0.1% formic acid. The flow rate was 350 µL/min. A linear solvent gradient was applied from 20% to 90% mobile phase B over 20 min, increased to 100% B at 20.1 min, maintained until 22.0 min, and re‐equilibrated to 80% B between 22.2 and 25 min.

Metabolite detection and relative quantification were performed using mass spectrometry data processing in TargetLynx (Waters), and metabolite identification was achieved by matching retention times and MS/MS spectra against reference libraries and databases.

## Author Contributions

K.S., C.D., and D.M. conceived and designed the study. C.D, D.M., and L.L performed the in vivo and in vitro experiments, C.D, D.M., L.L, C.L., S.P., B.D., E.H., L.K., Y.H., J.L., C.K., K.K., J.W., S. M., and K.W. contributed to methodology development and provided experimental or analytical support. C.D. and D.M performed data curation and visualization. K.S. supervised the overall project, provided mentorship, and acquired funding. C.D. drafted the original manuscript. K.S. critically reviewed, edited the manuscript, and coordinated project administration. All authors approved the final version of the manuscript.

## Funding

This work was supported by the NIH (grant nos. R01DK076077, R01DK087635, P50DK114786, R01DK105821, and R01DK132630 to K. Susztak).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Supporting File 1**: advs75247‐sup‐0001‐SuppMat.pdf.

**Supporting File 2**: advs75247‐sup‐0002‐TableS1.xlsx.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: ACLY‐Driven Metabolic Reprogramming Promotes Histone Acetylation and Inflammation‐Associated Fibrosis in Chronic Kidney Disease
**Source:** Adv Sci (Weinh). 2026 Apr 16:e75247. Online ahead of print. doi: 10.1002/advs.75247
**Supplement:** Supplementary file 1 — Supporting File 1: advs75247‐sup‐0001‐SuppMat.pdf.

## Supporting Information

### **ACLY-driven metabolic reprogramming promotes histone acetylation and inflammation-associated fibrosis in chronic kidney disease**

*Chunxiu Du, Dhanunjay Mukhi, Lingzhi Li, Chenyu Li, Siyu Pan, Bernhard Dumoulin, Eunji Ha, Lakshmi P Kolligundla, Yanjuan Hou, Jonathan Levinsohn, Chaelin Kang, Konstantin Adrian Klötzer, Junnan Wu, Samer Mohandes, Kathryn E Wellen, Katalin Susztak\**

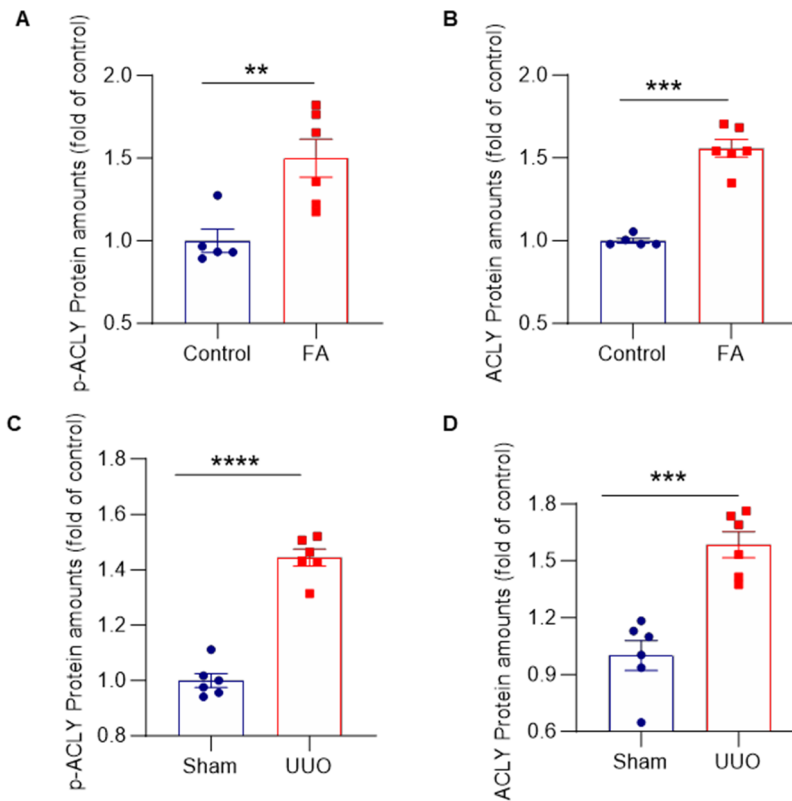

**Figure S1. Quantification of ACLY and phospho-ACLY protein levels in fibrotic mouse kidneys.**

(A–B) Quantification of Western blot results shown in Fig. 2I, demonstrating elevated levels of phosphorylated ACLY (p-ACLY) and total ACLY (B) in kidneys from mice subjected to folic acid (FA)–induced nephropathy compared to controls. \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .  $n=5-6$ . (C–D) Quantification of western blot results shown in Fig. 2K, showing significantly increased p-ACLY (C) and ACLY (D) protein levels in UUO kidneys compared to sham-operated mice. \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ .  $n=5-6$ .

Data represent mean ± SEM. Statistical analysis was performed using unpaired two-tailed Student's  $t$ -test for A, B, C, D.

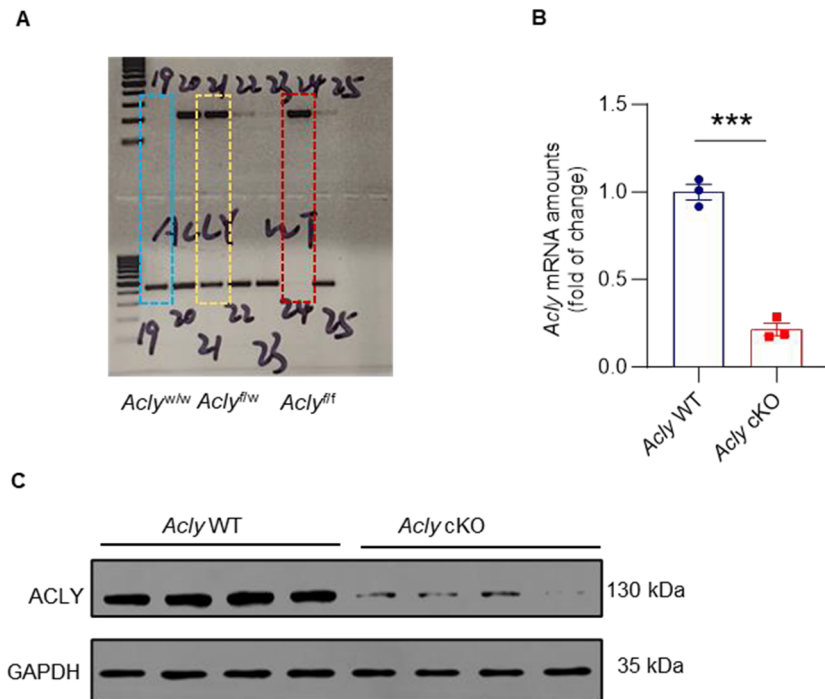

**Figure S2. Generation and validation of kidney tubule-specific ACLY knockout mice.**

(A) Genotyping PCR results showing wild-type ( $Acly^{w/w}$ ) heterozygous ( $Acly^{f/w}$ ), and homozygous floxed ( $Acly^{f/f}$ ) alleles.

(B) qPCR analysis of  $Acly$  mRNA in primary proximal tubular cells isolated from kidneys of  $Acly$  WT and  $Acly$  cKO mice. \*\*\* $P < 0.001$ .  $n=3$ .

(C) Western blots analysis of  $Acly$  protein in primary proximal tubular cells isolated from kidneys of  $Acly$  WT and  $Acly$  cKO mice.

Data represent mean  $\pm$  SEM. Unpaired two-tailed  $t$ -test for B.

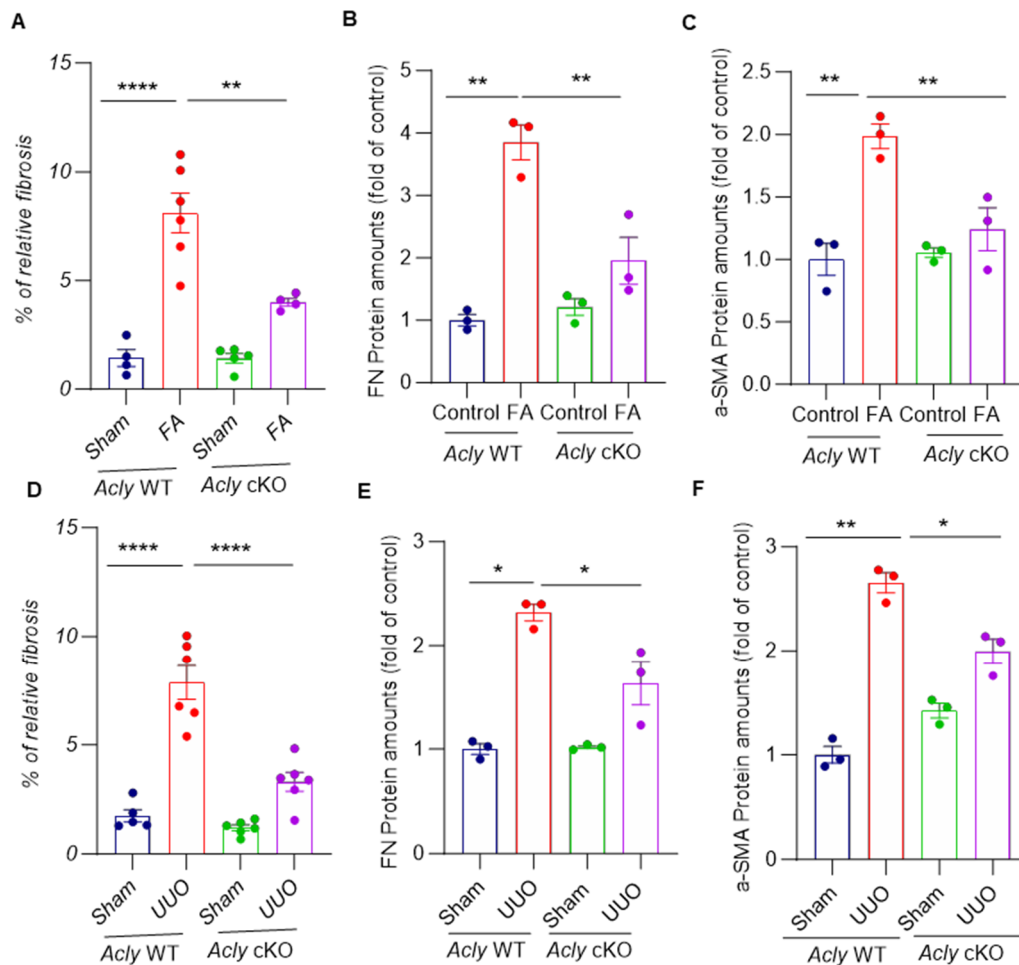

**Figure S3. Quantification of fibrotic markers in *Acly* WT and *Acly* cKO mice in UUO and FA models.**

(A) Quantification of Sirius Red–positive fibrosis in *Acly* WT and *Acly* cKO kidneys following FA injury. FA induced marked fibrosis in WT mice, whereas *Acly* deletion significantly reduced fibrotic deposition.  $n=4-6$ .

(B-C) Quantification of fibronectin (FN) and alpha-smooth muscle actin ( $\alpha$ -SMA) protein levels in kidney tissues from *Acly* WT and *Acly* cKO mice in FA models.  $n=3$ .

(D) Quantification of Sirius Red–positive fibrosis in *Acly* WT and *Acly* cKO kidneys following unilateral ureteral obstruction (UUO) injury. UUO induced marked fibrosis in WT mice, whereas *Acly* deletion significantly reduced fibrotic deposition.  $n=5-6$ .

(E-F) Quantification of FN and  $\alpha$ -SMA protein levels in kidney tissues from *Acly* WT and *Acly* cKO mice in UUO models.  $n=3$ .

Data represent mean  $\pm$  SEM. Statistical analysis was performed using one-way ANOVA with Tukey's multiple comparisons test. \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.0001$ .

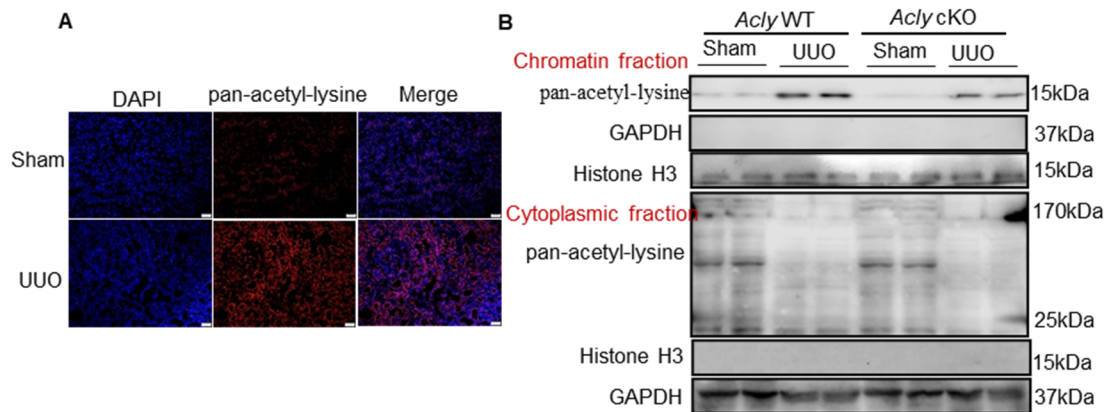

**Figure S4: Global protein acetylation is markedly increased and predominantly nuclear in UUO-induced mouse models of CKD.**

(A) Representative immunofluorescence images of kidney sections from control and CKD mice stained with DAPI (blue) and a pan-acetyl-lysine antibody (red). Compared with controls, CKD kidneys exhibit a robust increase in acetyl-lysine signal that shows strong spatial overlap with DAPI, indicating that global acetylation is predominantly localized within the nucleus. This nuclear enrichment is particularly evident in renal tubular cells. Merged images highlight the colocalization between acetyl-lysine staining and nuclear signals. Scale bar: 50µm.

(B) Cells were subjected to subcellular fractionation to separate chromatin-bound and cytoplasmic compartments. Pan-acetyl-lysine protein from each fraction were analyzed by immunoblotting. Fraction purity and minimal cross-contamination were verified using compartment-specific marker proteins, with GAPDH as a cytoplasmic marker and Histone H3 as a chromatin marker. Representative blots of chromatin (top) and cytoplasmic (bottom) fractions are shown.

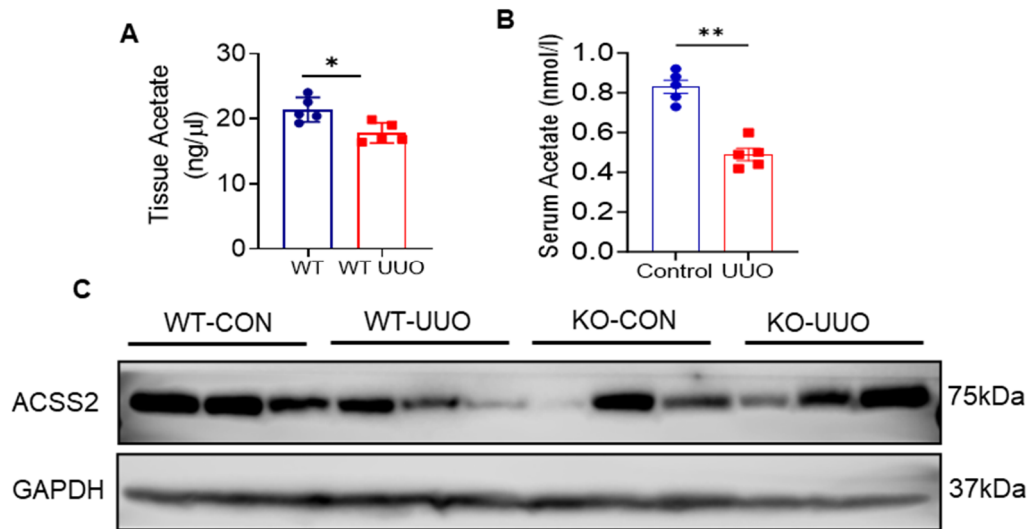

**Figure S5: ACSS2 does not appear to compensate for *Acly* loss in fibrotic kidneys.**

(A) Acetate levels are decreased in UUO mouse kidney tissues compared with controls.

(B) Serum acetate levels are decreased in UUO compared with Sham controls.

(C) ACSS2 protein expression in kidneys from WT-CON, WT-UUO, *Acly* cKO -CON, and *Acly* cKO-UUO mice. \* $P < 0.05$ , \*\* $P < 0.01$ ,  $n = 5$ .

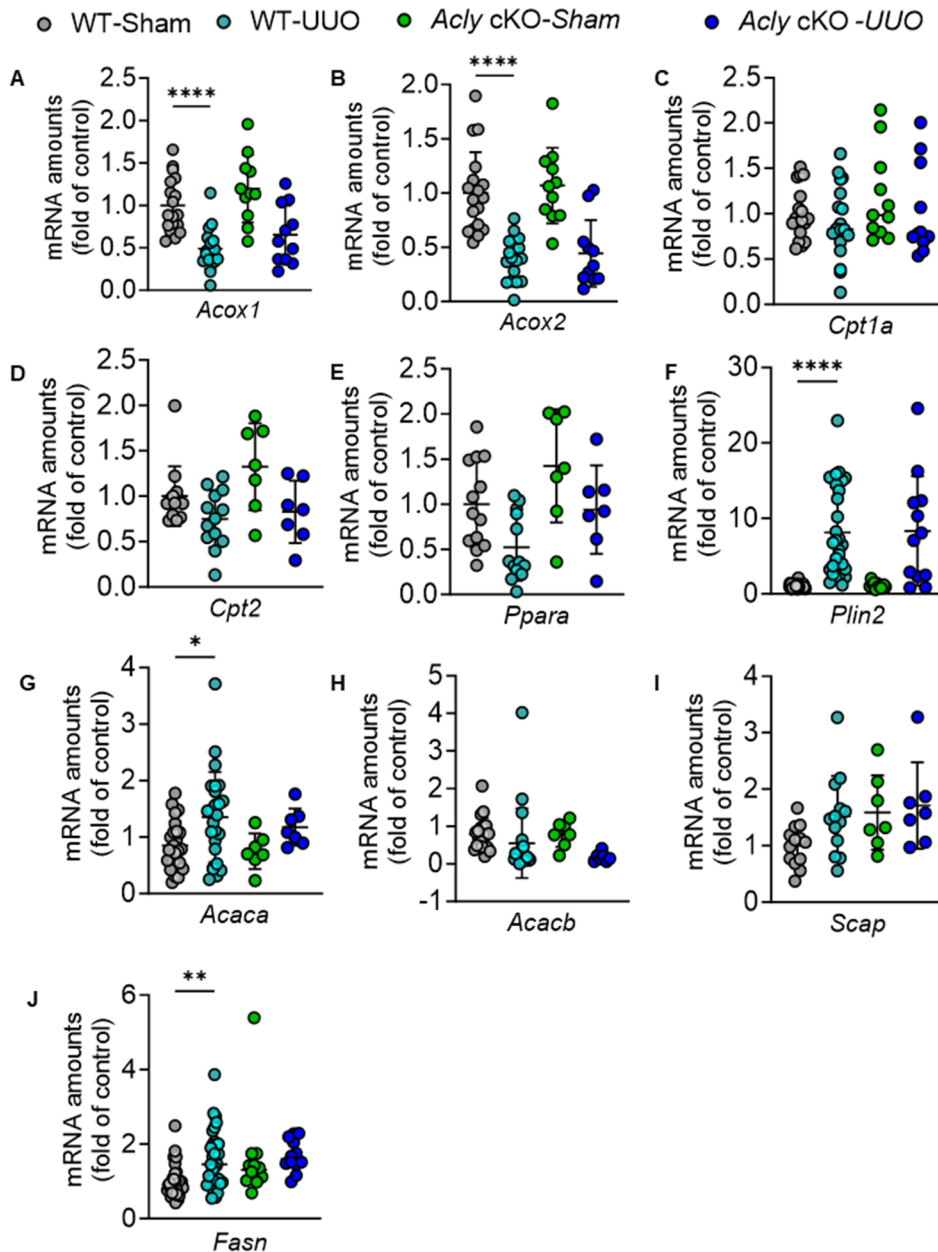

**Figure S6. Altered expression of lipid metabolism-related genes in ACLY-deficient kidneys following UUO.**

Quantitative RT-PCR analysis of genes involved in fatty acid oxidation and lipogenesis in kidney tissues from *Acly* WT and *Acly* cKO mice subjected to sham or UUO surgery.

(A–B) The mRNA levels of peroxisomal fatty acid oxidation genes: *Acox1* (A), *Acox2* (B).

(C–D) The mRNA levels of peroxisomal fatty acid oxidation genes of mitochondrial  $\beta$ -oxidation genes: *Cpt1a* (C), *Cpt2* (D).

(E–F) The mRNA levels of lipid metabolism regulators: *Ppara* (E), *Plin2* (F).

(G–H) The mRNA levels of fatty acid synthesis genes: *Acaca* (G), *Acacb* (H).

(I) The mRNA levels of lipid trafficking gene: *Scap*.

(J) The mRNA levels of lipogenesis regulators *Fasn*.

Data are shown as mean  $\pm$  SEM. Statistical analysis was performed using one-way ANOVA with post hoc multiple comparisons; \* $P$  < 0.05, \*\* $P$  < 0.01, \*\*\*\* $P$  < 0.0001. n=7-32.

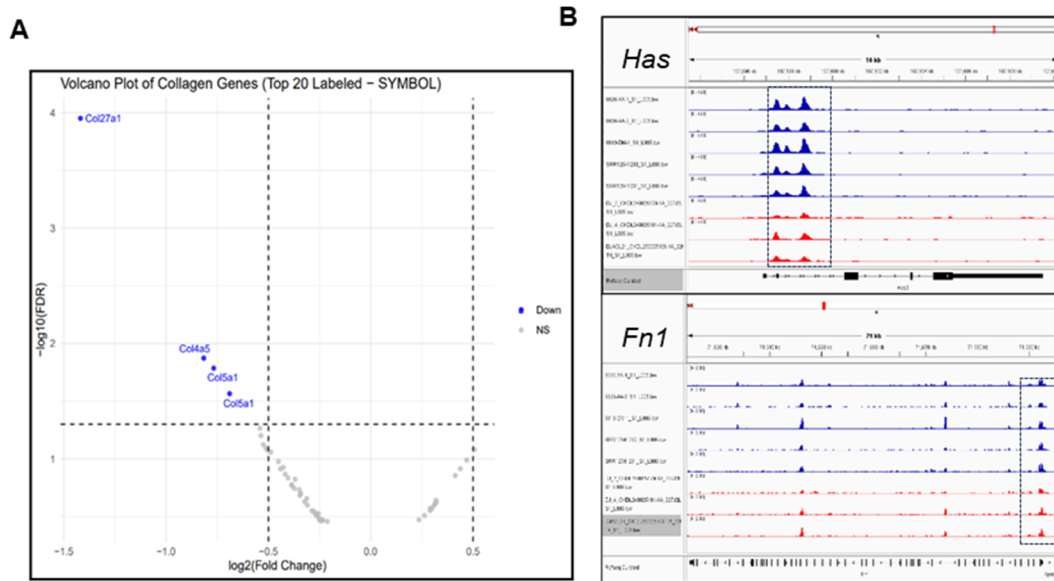

**Figure S7. *Acly* deletion reduces chromatin accessibility at profibrotic loci.** (A) volcano plot of ATAC-seq peaks corresponding to collagen genes, highlighting *Col5a1*, *Col4a5*, and *Col27a1* as among the most significantly decreased loci in *Acly* KO kidneys. (B-C) genome browser tracks showing ATAC-seq signal at representative fibrosis-associated genes, including *Has3* and *Fn1*. Compared with WT controls (blue), *Acly* KO kidneys (red) exhibit a coordinated loss of chromatin accessibility, with prominent open peaks markedly diminished at promoters and nearby enhancer regions, particularly around transcription start sites.

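In the pooled list, which does not separate WT from Acly KO kidneys, Has3 (ENSMUSG00000031910.16, plus strand of chromosome 8, 107596874 to 107611198, GRCm39) had 5 intervals. The strongest spanned 107596680 to 107599944, with its highest summit in intron 1, 1249 bp downstream of the TSS of the canonical transcript. Its fold enrichment was 12.9 and its -log10 q 144. A further interval at the 3′ end, from 107610716 to 107612640, had a fold enrichment of 9.82. Fn1 (ENSMUSG00000026193.17, minus strand of chromosome 1, 71624673 to 71692419) had 10 intervals. The strongest spanned 71691567 to 71693412 over the promoter, with its highest summit 5 bp upstream of the TSS, a fold enrichment of 19.6 and a -log10 q of 272. In intron 29 the interval from 71645709 to 71646525 had a fold enrichment of 9.62.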

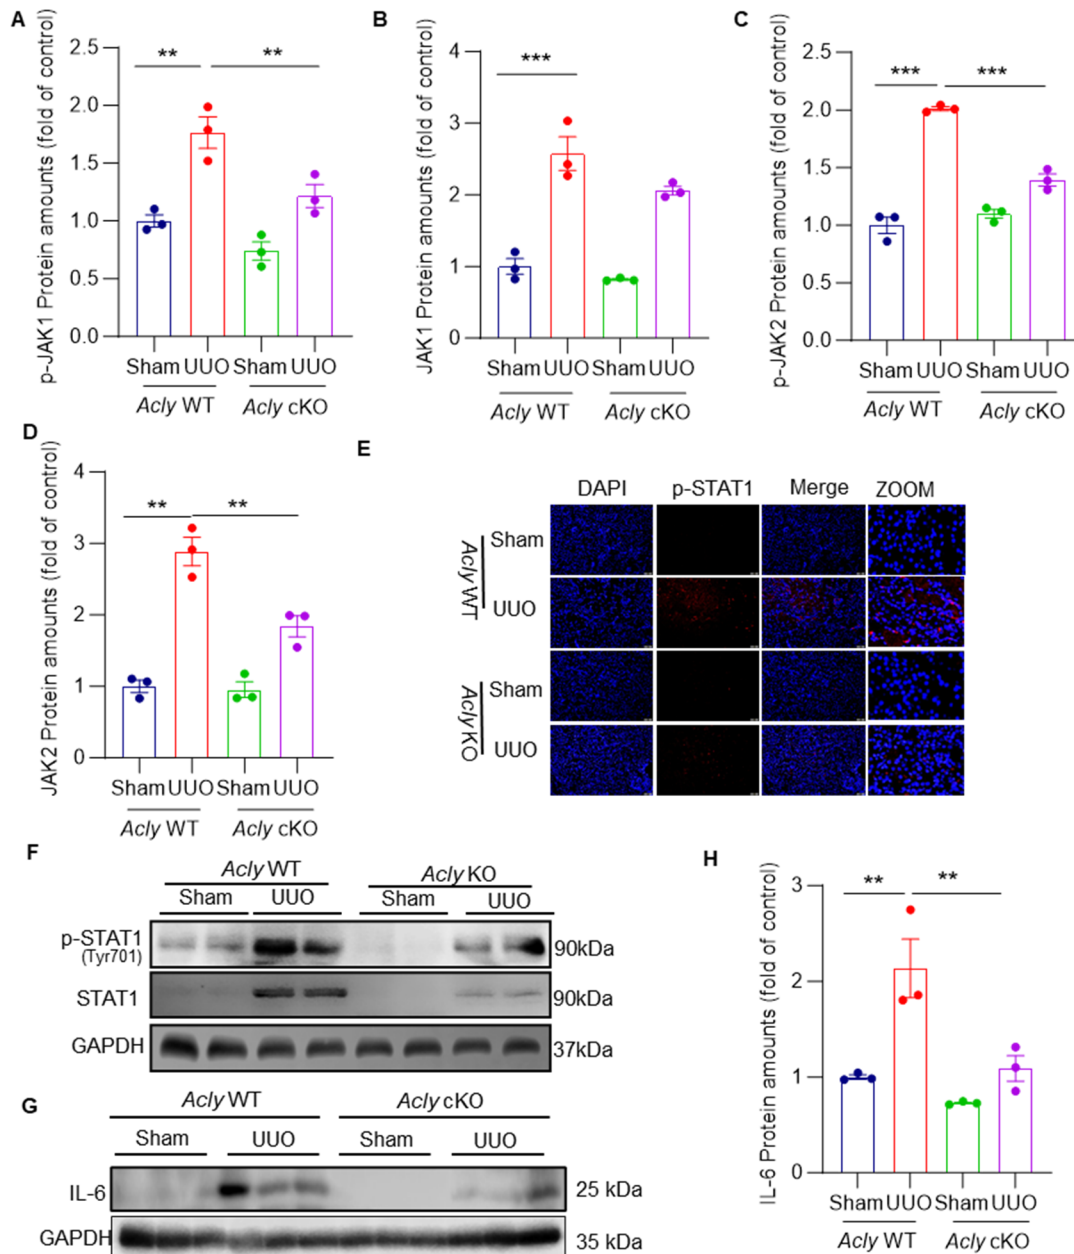

**Figure S8. *Acly* deletion attenuates activation of the JAK1/2–IL-6 signaling axis in the UUO model.**

(A–D) Quantification analysis of phosphorylated (A) and total JAK1 (B), phosphorylated (C) and total JAK2 (D) in kidneys from *Acly* WT and *Acly* cKO mice subjected to sham or UUO surgery.

(E) Representative immunofluorescence staining of kidney sections showing increased nuclear localization of p-STAT1(Tyr701) (red), which is attenuated by *Acly* KO. Scale bar, 50µm.

(F) Western blot analysis of kidney lysates showing increased total STAT1 and p-STAT1 (Tyr701) in UUO kidneys, which are attenuated in *Acly* KO mice.

(G–H) Western blot and quantification analysis of IL-6 protein levels in kidneys from *Acly* WT and *Acly* cKO mice subjected to sham or UUO surgery. Protein levels were normalized to GAPDH and presented as fold change relative to WT sham. Data are shown as mean ± SEM. Statistical analysis was performed using one-way ANOVA with Tukey's multiple comparisons test. \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .  $n=3$ .

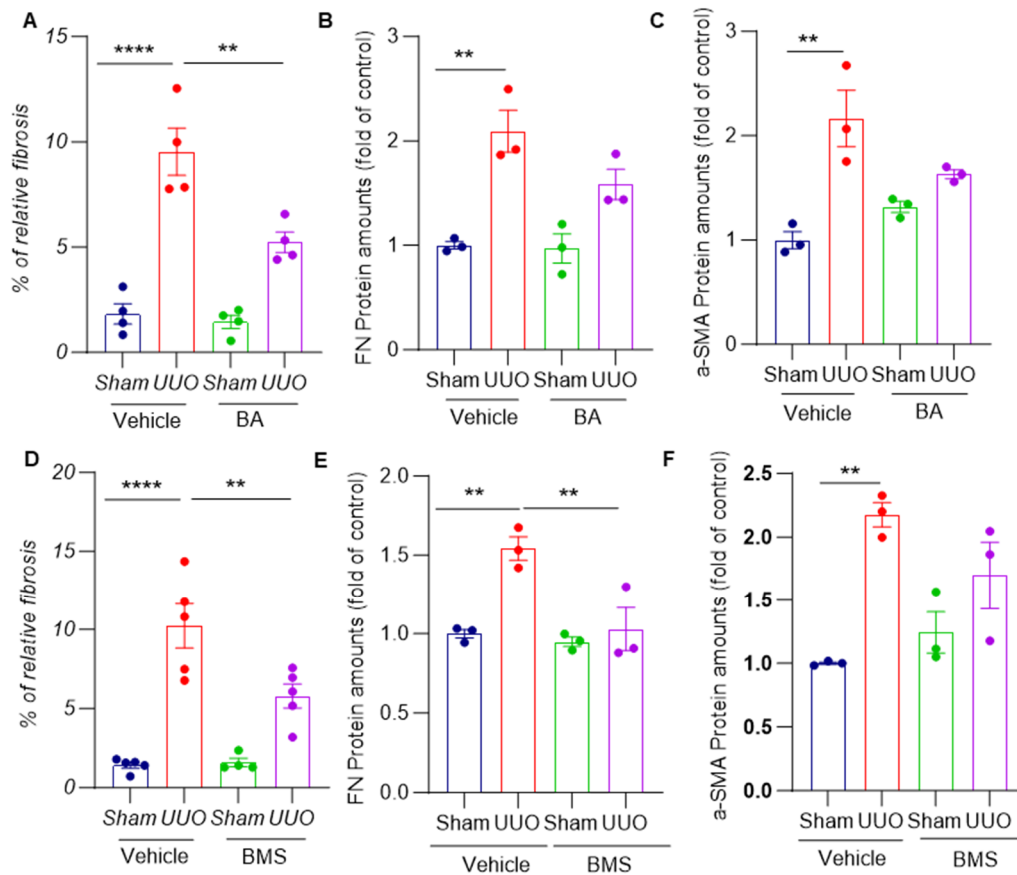

**Figure S9. Quantification of fibrotic markers in WT mice treated with ACLY inhibitors in UUO models.**

(A) Quantification of Sirius Red–positive fibrosis in Unilateral ureteral obstruction (UUO) kidneys treated with vehicle or bempedoic acid (BA). UUO induced robust fibrosis in vehicle-treated mice, whereas BA treatment significantly reduced fibrotic deposition.  $n=4$ .

(B-C) Quantification of fibronectin (FN) and alpha-smooth muscle actin ( $\alpha$ -SMA) protein in kidney tissues from WT mice treated with bempedoic acid (BA) in UUO models.  $**P < 0.01$ .  $n=3$ .

(D) Quantification of Sirius Red–positive fibrosis in UUO kidneys treated with vehicle or BMS-303141. UUO induced marked fibrosis in vehicle-treated mice, whereas BMS-303141 treatment significantly reduced fibrotic deposition.  $**P < 0.01$ ,  $****P < 0.0001$ .  $n=4-5$ .

(E-F) Quantification of FN and  $\alpha$ -SMA protein in kidney tissues from WT mice treated with BMS303141 in UUO models.  $**P < 0.01$ .  $n=3$ .

Data represent mean  $\pm$  SEM. Statistical analysis was performed using one-way ANOVA with Tukey's multiple comparisons test.

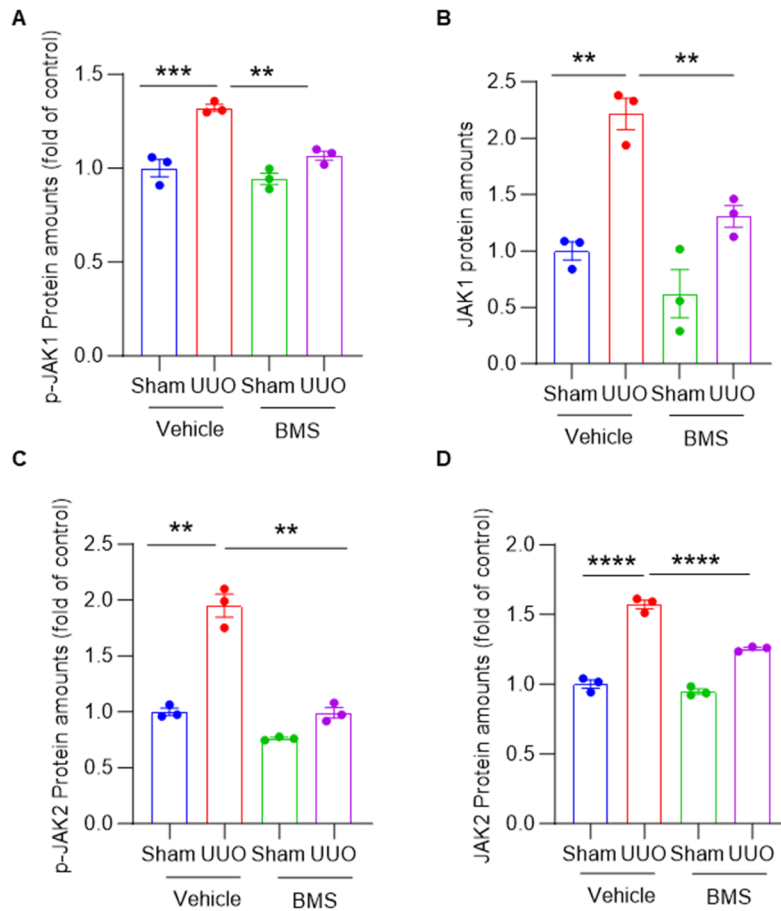

**Figure S10. Quantification of JAK1/2 and phosphorylated JAK1/2 in WT mice treated with BMS 303141 in UUO models.**

(A–B) Quantification of p-JAK1 and JAK1 protein in kidney tissues from WT mice treated with BMS303141 in UUO models.

(C–D) Quantification of p-JAK2 and JAK2 protein in kidney tissues from WT treated with BMS303141 in UUO models.

Data represent mean  $\pm$  SEM. Unpaired two-tailed t-test for A–D. \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ .  $n=3$ .

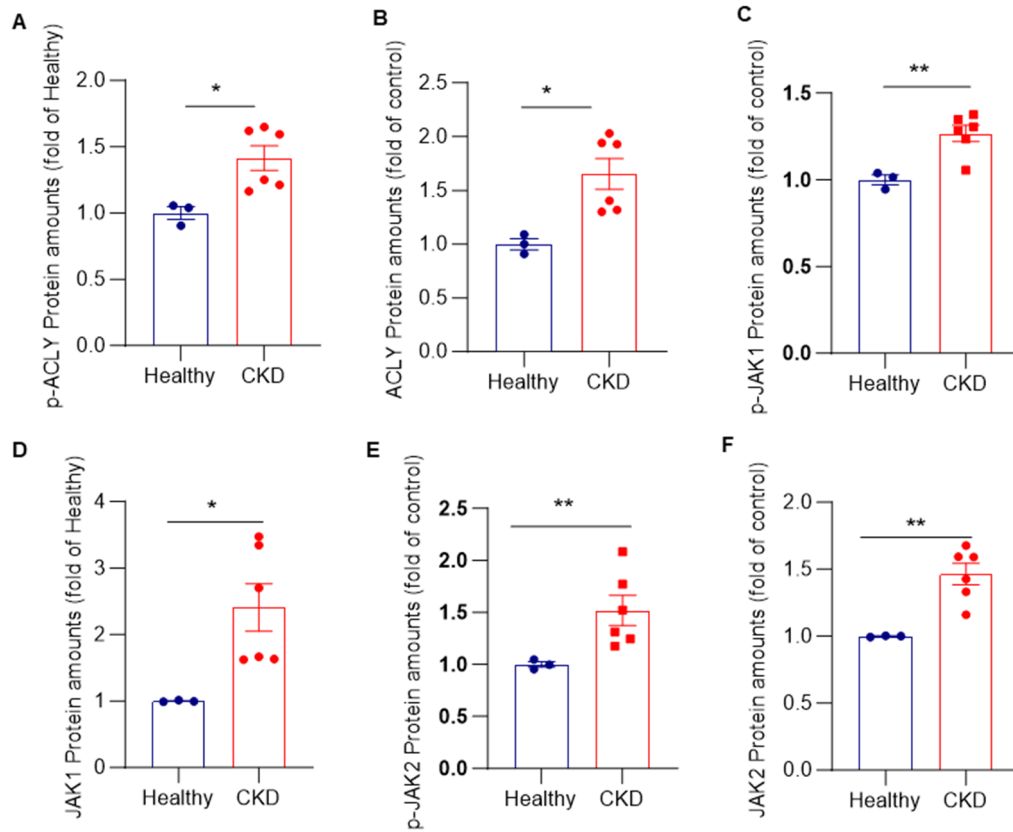

**Figure S11. Upregulation of ACLY and JAK1/2 in human CKD kidneys.**

Quantification of protein levels of phosphorylated ACLY (p-ACLY) (A), total ACLY (B), p-JAK1 (C), JAK1 (D), p-JAK2 (E) and JAK2 (F) in kidney tissues from healthy donors and CKD patients. Data represent mean  $\pm$  SEM. Unpaired two-tailed t-test for A-F. \* $P < 0.05$ , \*\* $P < 0.01$ ,  $n=3-6$

How the deposited data were processed for this re-analysis (not part of the article)

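ATAC-seq libraries from mouse kidneys were grouped by genotype from their labels and the paper's methods, which gave 3 WT and 3 Acly cKO libraries. By its peak names, the single deposited peak call covers all libraries pooled, so no comparison between genotypes was made. The files do not name the libraries in the pool.

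The authors trimmed reads with fastp, aligned them to mm39 with Bowtie2, removed duplicates and reads that did not map uniquely, called peaks with MACS3 and removed blacklisted regions and non-standard chromosomes with BEDTools, as their methods state. The deposited peak list gives the fold enrichment at each summit over the background, a linear ratio computed by the authors. It also gives the -log10 q of each summit as the authors' caller wrote it, a score that the authors' caller derived as 10 times that value, and the distance of the summit from the interval start. The deposited list of summits before filtering holds the same -log10 q. The depth of single libraries is not known from these values, and no replicate error could be computed.

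Rows were grouped into distinct intervals by chromosome, start and end, and each interval took the values of its highest summit by q. Coordinates are on GRCm39, written from 1. Intervals were assigned, in this order, to promoters within 1, 2 and 3 kb of a TSS, 5′ UTR, 3′ UTR, first exon, other exon, first intron, other intron, downstream within 300 bp, and distal intergenic sequence, over 481834 transcripts of GENCODE M39. Untranslated regions were derived from the coding sequence of each transcript. Shares are given with Wilson intervals at a confidence level of 95%, which cover counting error only, and beside 500000 random positions. Intervals of the same widths placed at random were added as a second expectation after the data were seen.

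HOMER was not used here. The logos of Fig. 4D were written as consensus sequences, with ambiguity codes taken from general knowledge of these motifs and checked by eye against the logos, so the shares of matching windows are not on the scale of Fig. 4D. Up to 13 bases 1 mismatch was allowed, from 14 to 17 bases 2, and in 20 bases 4. Background windows were drawn from 6000000 random windows outside the intervals and matched in bins of GC content. The windows 2 kb from each summit, used as an alternative, were not matched in GC content. The test was Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 10 motifs, and each consensus was also scrambled.

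The genes named are those the paper names for accessibility or H3K27ac at a locus, the deleted gene Acly, and 3 genes picked by hand from those it measures as proteins, which gives 12 genes, and the 10 intervals with the highest fold enrichment. This rule, the tests and the alternatives were set before the data were examined, apart from those named as added. Of these 12 genes and of the 10 motifs, 1 each is not reported here. Marker lists were written for the proximal tubule, the thick ascending limb and distal tubule, the collecting duct, podocytes, endothelium, immune cells, stroma and genes of other organs.

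The scripts were tested on simulated data. All 12 annotation cases were recovered, all 5000 planted consensus instances were found, and 10 of 10 motifs with planted instances were called. None of the 12 annotation cases belonged to the 5′ UTR or first exon class. Without planted instances, 6 of 200 tests had a p under 0.05. Simulated peaks on a constant background gave fold enrichments that were whole multiples of a step in 100% of cases, and on a varying background in 10.4%.

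The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and numba 0.67.0, with blastn 2.17.0 and samtools 1.23.1.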

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

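The explanations below were chosen after the patterns were seen and their tests written before the test values were known, but the tests of repeated words and of similarity to the ribosomal RNA gene replaced an earlier test on masked sequence that gave no information, and the repeated-word test for wide intervals and the test of the lowest summit were set aside as open only after their results were seen. The random draws of summits and the search for pieces of the first interval were also added after those results. The design gives no biological contrast within the pooled list, so no biological difference between genotypes was tested for either pattern.

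The 10 intervals with the highest fold enrichment, a number set before the data were examined, are not discussed in the paper. Their fold enrichment ran from 884 down to 217, and the interval ranked after them had 162, so the values show no break after the tenth. The highest lies on chromosome 17 from 40153882 to 40159728 and overlaps Rn18s-rs5, and 3 lie on chromosome 2 between 98492577 and 98497676. Promoters of active genes are argued against, since 0 of the 10 lay within 1 kb of a protein-coding TSS, against 959 of the 1000 intervals that follow. Nuclear copies of mitochondrial DNA are argued against, since 0 of the 10 matched the mitochondrial chromosome over at least 100 bp at 80% identity, in a search that found 10 of 10 pieces of that chromosome. Similarity to the ribosomal RNA gene in the first interval is also argued against for the other 9, of which 0 matched that interval by the same limits. The search found 10 of 10 pieces of the interval, also after 10% of their bases were substituted. Ribosomal RNA sequence outside the first interval was not searched for, so similarity to it stays open. Repeated sequence stays open. Of the 10 intervals, 1 had at least 50% of its 31-base words 10 or more times in the reference. It lies on chromosome 12 from 3159872 to 3160114 and had 71.4%. The share in the others ran from 0% to 35.0%. Of the 1000 intervals that follow, 2 reached 50%. Sequence present in many copies in the mouse and in few in the reference would not show in this count. Only exact words were counted, so copies that differ in sequence could be missed.

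A total of 103 intervals were at least 20000 bp wide, up to 97914 bp for an interval on chromosome 1 that covers part of Tns1. They held a median of 69 summits, and 81 of them lay within 1 kb of a protein-coding TSS. In 97.1% of them the lowest summit was under 3-fold, with a median of 1.90, while the highest summit had a median of 46.6. A constant background that lets weakly covered sequence between strong peaks pass the threshold stays open, because as many summits drawn at random from the whole list had their lowest under 3-fold in 100% of draws, so this test could not have come out otherwise. Copied sequence stays open, although the criterion written in advance, a median at least 1.5 times that of shorter intervals, was met. The median share of repeated words was 1.37% in the wide intervals and 0% in 5000 intervals of 1 to 2 kb, but the means were 1.60% and 1.96%, and the median depends on interval width.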

How the results depend on the processing

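The alternatives were set before the data were examined, except the 2 named below as added after seeing the data. No paired analysis was possible because the values come from a single pooled call with no column for any library, and leaving out a replicate was not possible for the same reason.

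The number of intervals, 279569, stayed within 1.5 times when overlapping intervals were merged or a q under 0.01 was required. It was 749750 when summits were counted, 153523 at a q under 1e-05 and 68570 at a fold enrichment of at least 5, which follows from how these sets are built.

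The share of intervals within 3 kb of a TSS, 38.4%, and the distal intergenic share, 16.8%, both moved beyond their counting error under each alternative. With protein-coding transcripts they were 17.2% and 34.7%, with the highest summit alone 35.8% and 17.7%, at a q under 0.01 39.4% and 16.4%, at a q under 1e-05 41.7% and 16.4%, and in the strongest 43754 intervals 57.5% and 12.5%. With protein-coding transcripts and the strongest 43754 intervals together, a setting added after seeing the data, they were 36.0% and 31.3%. Against intervals of the same widths placed at random, the other added setting, the promoter share was 1.64 times the expectation and the distal intergenic share 0.483 times, on the same sides of 1 as with random positions.

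All 10 motifs had a log2 ratio above 0 and an adjusted p under 0.05 in the main setting and in each of the 6 alternatives, with log2 ratios from 0.30 to 6.92 (Fisher's exact test). Scrambled sequences passed the same test in part, and in 2 settings motifs fell inside their range. Against windows 2 kb from each summit scrambled BORIS gave a log2 ratio of 1.48 (adjusted p 6.34e-133), and every nuclear receptor motif lay below it, with RARα at 0.35, ERRα at 0.99, COUP-TFII at 1.18, PPARα at 1.23 and HNF4α at 1.45. The windows 2 kb away were not matched in GC content, so base composition may also enter that setting. There the scrambled forms of the nuclear receptor motifs gave -0.78 to 0.48, each below its own motif. With 1 mismatch more RARα was at 0.30 and scrambled NF1 at 0.32. With 1 mismatch fewer, scrambled Hnf1 matched 3 summit windows and 0 background windows and scrambled CTCF 9 and 3, too few to set a range. The nuclear receptor consensus sequences resemble each other, so their results are not independent.

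The intervals at the 12 named genes numbered 229 in all, 272 with 10 kb on either side, 124 at a q under 1e-05 and 39 among the strongest 43754. Each of the 12 genes had at least 1 interval in all these settings. Of 36 counts at single genes under the alternatives, 22 moved by more than 1.5 times. The depth of single libraries is unknown, which leaves the reproducibility of any weak interval between kidneys undetermined.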

Differences from the paper's values

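The paper reports 43754 peaks, and the deposited list held 279569 distinct intervals. None of the alternatives set before the data were examined closed the gap. Summits numbered 749750, merged intervals 279569, intervals with a q under 0.01 235706, those with a q under 1e-05 153523 and those with a fold enrichment of at least 5 68570. The paper reports 5 WT libraries, and 3 were mapped here. Its methods state that the remaining WT datasets had been deposited earlier, and they are not among the libraries mapped here.

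Of the 11 annotation classes in Fig. 4B, 8 differed by more than 1.5 times. By its legend, Fig. 4B covers only peaks found in both WT and Acly cKO kidneys. The pooled list cannot be restricted to such peaks, so these comparisons are between unlike sets. Promoters within 1 kb of a TSS held 21.3% of the intervals here and about 33% in Fig. 4B, read by eye. Under the alternatives set before the data were examined the share was 22.7% at a q under 0.01, 26.8% at a q under 1e-05 and 47.6% in the strongest 43754 intervals, all within 1.5 times, and 8.98% with protein-coding transcripts and 18.0% with the highest summit alone, which were not. With protein-coding transcripts and the strongest 43754 intervals together, chosen after seeing the values, it was 31.9%.

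Promoters at 1 to 2 kb held 9.25% here and about 5.0% in Fig. 4B, read by eye. The share was 4.09% with protein-coding transcripts and 5.17% in the strongest 43754 intervals, and the other alternatives did not close the gap. Promoters at 2 to 3 kb held 7.85% here and about 2.8% in Fig. 4B, read by eye. Protein-coding transcripts gave 4.08%, and with the strongest 43754 intervals as well, chosen after seeing the values, the share was 2.22%; no other alternative came within 1.5 times.

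The 5′ UTR held 0.295% here and about 0.75% in Fig. 4B, read by eye. None of the alternatives set before the data were examined closed the gap, and the combination chosen after seeing the values gave 0.658%. First exons held 0.0647% here and about 1.7% in Fig. 4B, read by eye, and none of the settings closed the gap. The simulated annotation cases did not cover the 5′ UTR or first exon class. Other exons held 3.10% here and about 5.7% in Fig. 4B, read by eye. The share was 5.58% with protein-coding transcripts and 5.16% in the combination chosen after seeing the values, and no other alternative closed the gap.

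First introns held 20.2% here and about 12% in Fig. 4B, read by eye. The share was 17.1% with protein-coding transcripts, 12.6% in the strongest 43754 intervals and 10.9% in the combination chosen after seeing the values, and the other alternatives did not close the gap. Sequence within 300 bp downstream held 0.338% here and about 0.19% in Fig. 4B, read by eye. The highest summit alone gave 0.228% and the strongest 43754 intervals 0.235%, and the other alternatives did not close the gap.

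The combination chosen after seeing the values also opened gaps that the full set of intervals did not have. Distal intergenic sequence held 31.3% in it, against 16.8% in all intervals and about 17% in Fig. 4B, read by eye, and other introns held 11.8%, against 15.9% in all intervals and about 18% in Fig. 4B, read by eye. In all, 5 of 11 classes differed in this combination, 5 with protein-coding transcripts, 5 in the strongest 43754 intervals, and 7 each with the highest summit alone, at a q under 0.01 and at a q under 1e-05.

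The paper describes the peaks as enriched at promoters and in distal intergenic regions. Here the promoter share was 1.87 times and the distal intergenic share 0.441 times that of random positions. Against intervals of the same widths placed at random they were 1.64 and 0.483 times. The paper names no expectation for its statement, so these ratios and its wording are unlike measures. The distal intergenic share itself was 16.8% here and about 17% in Fig. 4B, read by eye.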

Other observations

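The tests of interval width and of fold enrichment steps below were chosen after the values were seen, and the test of CTCF sites before. No biological explanation was tested for these 3 patterns, since the pooled list separates no condition.

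The list held 49532 intervals narrower than 200 bp, with a sharp lower limit at 136 bp, where 932 intervals lay. The methods state an extension of 200 bp, below which the caller by default keeps no interval. Trimming at blacklisted regions could narrow some intervals but leaves a common lower limit of 136 bp without an explanation, so extension to 200 bp as the basis of this list is argued against by the 49532 narrower intervals. Which setting gave 136 bp stays open.

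Summits around CTCF sites bear on the shift of the reads. At 1187 matches of the CTCF consensus with up to 2 mismatches, summits per position within 50 bp of the centre were 6.16 times those 120 to 220 bp away. A shift of 100 bp downstream before extension would place fewer summits at the centre, and this ratio argues against it. The sign of the shift as printed in the methods may have been lost in typesetting, which was not tested; the 6.16-fold ratio does not separate an upstream shift from paired-end fragments.

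Fold enrichments were evenly spaced. All 727147 values under 20 (100%) were whole multiples of 0.0655, within a tolerance that 10% of values would meet by chance. This argues against a background estimated locally around each peak. With a pseudocount of 1, this step corresponds to a constant background pileup of 14.3, and the weakest summit to a pileup of 25.

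The ChIP-qPCR primers of Table S1 were matched to GRCm39 within 20 kb of their genes, and each pair lay inside the strongest interval of its gene. The Jak1 amplicon, 122 bp on chromosome 4 from 101122438 to 101122559, was centred 6 bp from the highest summit. The Jak2 amplicon, 88 bp on chromosome 19 from 29229558 to 29229645, was centred 522 bp from it, and the Rpl30 amplicon, 93 bp on chromosome 15 from 34443477 to 34443569, was centred 54 bp from it. The Rpl30 interval had a fold enrichment of 57.6, as did the Jak1 interval.

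At the collagen genes of Fig. S7A, Col5a1 had 24 intervals, of which the strongest had a fold enrichment of 12.6, Col4a5 had 8 with 24.2 and Col27a1 had 54 with 29.3. At Acly itself the strongest of 20 intervals had a fold enrichment of 50.2. These values do not separate the genotypes and say nothing of a difference between them.

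Of the marker genes written in advance, all 6 of the proximal tubule, all 5 of the thick ascending limb and distal tubule, all 5 of the collecting duct, all 5 of podocytes, all 5 of endothelium, 3 of 5 of immune cells and all 5 of stroma had an interval within 1 kb of a TSS, but so did all 6 genes of other organs. The median percentile of the strongest interval by q was 91.4 for the proximal tubule, 94.7 for the thick ascending limb and distal tubule, 87.4 for podocytes, 70.8 for the collecting duct, 70.3 for endothelium, 69.9 for stroma, 21.1 for immune cells and 69.2 for genes of other organs. The presence of an interval at a TSS in this list therefore did not separate kidney genes from genes of other organs.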
